# Time-restricted feeding prevents memory impairments induced by obesogenic diet consumption, via hippocampal thyroid hormone signaling

**DOI:** 10.1016/j.molmet.2024.102061

**Published:** 2024-11-06

**Authors:** Jean-Christophe Helbling, Rachel Ginieis, Pierre Mortessagne, Mariano Ruiz-Gayo, Ioannis Bakoyiannis, Eva-Gunnel Ducourneau, Dominique Ciocca, Illona-Marie Bouleté, Alexandre Favereaux, Aurélia Ces, Enrica Montalban, Lucile Capuron, Freddy Jeanneteau, Guillaume Ferreira, Etienne Challet, Marie-Pierre Moisan

**Keywords:** Obesity, Cognition, Chrono-nutrition, T3, Circadian rhythms, Gene expression

## Abstract

**Objective:**

The early consumption of calorie-rich diet disrupts circadian rhythms and has adverse effects on memory, yet the effects of time-restricted feeding (TRF) and the underlying molecular mechanisms are unknown. Here, we set out to identify the behavioral and molecular circadian rhythms disruptions generated by juvenile obesogenic diet consumption and their restoration by TRF in male mice.

**Methods:**

Metabolic rhythms were measured by indirect calorimetry and memory performances by behavioral tasks. Hippocampal translatome (pS6_TRAP), enrichment and co-regulated gene network analyses were conducted to identify the molecular pathways involved in memory impairments and their restoration by TRF. Differential exon usage analyses, mass spectrometry and pharmacological intervention were used to confirm thyroid hormone signaling involvement.

**Results:**

We show that four weeks of TRF restore the rhythmicity of metabolic parameters and prevents memory impairments in mice fed a high fat-high sucrose (HFS) diet since weaning, independently of body fat levels. Hippocampal translatome and differential exon usage analyses indicate that impaired memory of mice under *ad libitum* HFS diet is accompanied by reduced thyroid hormone signaling and altered expression of astrocytic genes regulating glutamate neurotransmission. TRF restored the diurnal expression variation of part of these genes and intra-hippocampal infusion of T3, the active form of thyroid hormone, rescues memory performances and astrocytic gene expression of *ad libitum* HFS diet-fed mice.

**Conclusions:**

Thus, thyroid hormones contribute to the TRF positive effects on both metabolism and memory in mice fed an obesogenic diet, highlighting this nutritional approach as a powerful tool in addressing obesity brain comorbidities and paving the way for further mechanistic studies on hippocampal thyroid signaling.

## Highlights

• Time-restricted feeding restores food intake amplitude, mean respiratory exchange ratio and mean energy expenditure but has no effect on locomotor activity.
• Time-restricted feeding on early obesogenic diet consumption restores short-term object location memory and long-term object recognition memory.
• Time-restricted feeding restores part of the hippocampal translatome altered by early obesogenic diet consumption.
• Thyroid hormone signaling in hippocampus contributes to the impaired memory of mice fed obesogenic diet since weaning and its restoration by time-restricted feeding.
• Mice fed obesogenic diet since weaning display altered astrocytic gene expression involved in glutamatergic reuptake that is restored by time-restricted feeding.

## 1 Introduction

The prevalence of pediatric obesity has plateaued in most high-income countries but remains high, and it continues to rise in low and middle-income countries. Child and adolescent obesity are associated with multiple immediate and long-term negative health outcomes, impacting quality of life and increasing economic costs [1]. The consumption of an obesogenic diet, rich in saturated fat and refined sugar (HFS), at any time of day and night is one of the major causes of obesity, especially among adolescents [2]. HFS diet has deleterious consequences not only on cardiometabolic health but also on brain health and cognitive functions as shown by epidemiological and brain morphological analyses [3,4]. Over the last 15 years, accumulated data in rodent models report the negative impact of such diet consumption on cognitive processes [5,6]. Early life consumption of HFS diet is particularly harmful for the brain that is still under development [7]. The hippocampus has been very much studied for its vulnerability to calorie-rich diet and its consequences on learning and memory. Our group has found that HFS diet impaired hippocampal-dependent memories when started in juveniles, but did not affect memory when started at adulthood [8], through aberrant activity of the hippocampus [9,10]. However, the molecular underpinnings of the HFS diet-induced memory impairments remain unknown.

HFS diet is also known to disturb circadian rhythms at the behavioral and molecular levels, favoring metabolic disturbances [[11], [12], [13], [14]]. In particular, unlimited access to HFS food leads to an increased food intake during the resting phase and a reprogramming of the circadian expression of the transcriptome and metabolome in mice liver [15], suprachiasmatic nucleus of the hypothalamus and in prefrontal cortex [16]. The impact of juvenile HFS diet consumption on molecular circadian rhythms within hippocampus is still unexplored.

Time-restricted eating (TRE) in humans and time-restricted feeding (TRF) in animals, during which time of access to food is restricted to hours of the active phase, without calorie restriction, has emerged as an alternative strategy to protect against obesity and dysmetabolism. Human studies of TRE showed weight and fat loss as well as improved metabolic parameters in overweight and obese adult patients [17,18]. In animal models, re-alignment of food intake onto circadian rhythms by TRF restored the oscillations of liver transcripts related to metabolism and improved metabolic health [[19], [20], [21]]. In models of Alzheimer disease, TRF was also beneficial, restoring part of the hippocampus circadian transcriptome and improving memory [22]. The beneficial effect of TRF on juvenile HFS diet-induced long-term memory alteration and hippocampal circadian transcriptome remained to be evaluated.

To fill these gaps, we identified behavioral and hippocampal molecular circadian disruptions in our model of juvenile consumption of HFS diet and the beneficial effect of TRF.

## 2 Materials and methods

### 2.1 Animals and time-restricted feeding (TRF)

Male C57BL/6J mice aged 3 weeks (Janvier Labs, France) were randomly divided into groups of 6 per cage (45 × 25 × 20 cm, containing a cardboard house, nesting material and a small wooden stick) and had *ad libitum* access to a normal chow diet (NC; 2.9 kcal/g; 8% lipids, 19% proteins, 73% carbohydrates; A04, NEUTRAL) or a high-fat and sugar diet (HFS; 4.7 kcal/g; 45% lipids, 20% proteins, 35% carbohydrates of which 50% is sucrose; D12451, Research Diet). All animals were housed in a temperature-controlled room (22 ± 1 °C) maintained under a 12 h light/dark cycle (lights on at 7:30 am; Zeitgeber time (zt) 0) and had free access to food and water for 8 weeks. From week 8 to week 12, NC and HFS mice were divided in 4 groups (NC ad lib and HFS ad lib groups with unlimited food access; NC TRF and HFS TRF with time-restricted access to food from zt11 to zt1. Animal weighing was performed once per week for most cohorts, fat mass (in grams) was measured by nuclear magnetic resonance (NMR, minispec LF90 II, Bruker, Wissembourg, 67166) after 8 and 12 weeks of diet exposure, i.e. before and after the TRF treatment, in one cohort of mice. Behavioral procedures started after 12 weeks of diet exposure. All animal care and experimental procedures were in accordance with the INRAE Quality Reference System and French (Directive 87/148, Ministère de l’Agriculture et de la Pêche) and European legislations (Directive 86/609/EEC). They followed ethical protocols approved by the Region Aquitaine Veterinary Services (Direction Départementale de la Protection des Animaux, approval ID: B33-063-920) and by the local animal ethic committee of Bordeaux CEEA50 (APAFIS #22684 and #32843). Every effort was made to minimize pain and discomfort and reduce the number of animals used.

### 2.2 Calorimetry and feeding patterns

Daily patterns of energy expenditure and respiratory exchange ratio were determined in individual metabolic cages using an open-circuit indirect calorimetry system (Addenfi, Les Cordeliers, Paris, France). Energy expenditure and respiratory exchange ratio, defined as the ratio of produced CO_2_ production and consumed O_2_, were calculated using AlabSuite (v1.55, Addenfi). This set-up also recorded feeding behavior using an automated weighing system of the feeder (detection threshold of 0.05 g), as well as total locomotor activity estimated by weighing sensors integrated into the bottom of the cage. Mice were acclimatized to the metabolic cages during 2 consecutive days. Measurements and analyses were performed during the third day.

### 2.3 Behavioral procedures

Behavioral activity of each session was recorded through a camera connected to a monitor outside the experimental room allowing the experimenter to visualize the mice during the session and to evaluate and analyze the behaviors later on. Animals were handled every day (1–2 min) for 3 days before the beginning of each behavioral procedure.

#### 2.3.1 Object recognition memory (ORM)

This test was performed as described [23] in order to evaluate long-term novel object memory. For the training session, mice were placed into an open field arena (40 cm × 40 cm) containing two identical objects (cylinders) and were left to explore these called familiar objects until they reached a criterion of 20s of total exploration for both objects. Exploration time was registered when the snout of the mouse was directed towards the objects from a distance shorter than 2 cm, and climbing on the objects was not recorded as exploration. During the test session, performed either 24 h (or 48 h for T3 infusion experiment) after the training session, mice were placed in the same arena and exposed to two objects, one familiar (cylinder) and one novel object (lab glass bottle). The time exploring these objects was again quantified until a criterion of 20s of total exploration for both objects was reached. Thereafter, preference for the novel object was calculated as the percentage of time exploring the novel object over total time exploring both objects. A maximum cutoff of 10 min was established for both sessions, and animals that explored the objects less than 20s were excluded from the analysis. Exploration time was manually quantified, by a trained experimenter outside the experimental room.

#### 2.3.2 Object location memory (OLM)

This test was performed in order to evaluate object location memory. For the training session, mice were placed into an open field arena (40 cm × 40 cm) containing two identical objects (cylinders) and were left to explore these called familiar objects until they reached a criterion of 20s of total exploration for both objects. Exploration time was registered when the snout of the mouse was directed towards the objects from a distance shorter than 2 cm, and climbing on the objects was not recorded as exploration. During the test session, performed 1 h after the training session, mice were placed in the same arena and exposed to the same objects (cylinders) with one of them moved to the opposite angle of the arena. The time exploring these objects was again quantified until a criterion of 20s of total exploration for both objects was reached. Thereafter, the preference for the displaced object was calculated as the percentage of time exploring the displaced object over the total time exploring both objects. A maximum cutoff of 10 min was established for both sessions, and animals that explored the objects less than 20s were excluded from the analysis. Exploration time was manually quantified, by a trained experimenter outside the experimental room.

#### 2.3.3 Contextual fear conditioning (CFC)

An unpaired fear conditioning protocol was used as an alternate Pavlovian conditioning procedure capable of robustly producing contextual fear memory in mice as described in [24]. Briefly, 100 s after being placed in the conditioning context, animals received a shock (0.3 mA, 1 s), then, after a 20 s interval, a tone (70 dB, 1000 Hz, 15 s) was delivered; finally, after a 30 s delay, the same tone then the same shock spaced by a 30 s interval were presented. After 20 s, animals were returned to their home cage. The next day, after a 24 h delay, mice were submitted to two memory retention tests (Day 2). In the tone re-exposure test, mice were placed in the neutral familiar context during 6 min (min) divided in three successive sessions: one before (first 2 min), one during (next 2 min), and one after (2 last min) tone presentation. Two hours later, mice were submitted to the contextual re-exposure test: they were placed for 6 min in the conditioning context without any tone or foot-shock.

#### 2.3.4 Elevated plus maze (EPM)

The elevated plus-maze apparatus consisted of two opposing open arms (30 cm × 8 cm) and two opposing closed arms (30 cm × 8 cm × 15 cm) extending from a 8 cm × 8 cm central platform and elevated 1 m from the ground. Each mouse was first placed onto the central platform facing an open arm and then left to freely explore the apparatus for 5 min. The number of entries in the open or closed arms, as well as the time spent on the various sections of the maze, was recorded. The percentage of time spent in the open arms ((time in the open arms)/(time in the open + closed arms) × 100) was used as an index of anxiety, whereas total number of entries in the closed arms was used as an index of locomotor activity.

### 2.4 Thyroid hormone concentrations within mouse hippocampus

TH concentrations were measured in Dr A Boelen’s lab (Amsterdam, The Netherlands), from frozen whole hippocampus or from plasma by UPLC-MS/MS as previously described [25]. Detection limits were 3 nmol/L for T4 and 0.1 nmol/L for T3.

### 2.5 T3 intra-hippocampal infusion

After 10 weeks under NC (*n* = 15) or HFS (*n* = 20), mice were anesthetized with air/isoflurane (4.5% induction; 1.5% maintenance) at 1L/min, injected with the analgesic buprenorphine (Buprecare, 0.1 mg/kg s.c. in 0.9% saline) and the non-steroidal anti-inflammatory drug carproxifen (Carprofene, 20 mg/kg s.c. in 0.9% saline) and were placed into the stereotaxic apparatus (David Kopf Instruments). The scalp was shaved, disinfected with 10% povidone iodine and locally anaesthetized with a subcutaneous injection of lidocaine (Lurocaine 20 mg/ml, 0.1 ml non-diluted) and a midline incision made over the top of the skull. Bregma and lambda were located and marked to determine implant position. Bilateral implant (8 mm stainless steel guide cannula) coordinates were 2 mm posterior posterior and 1 mm ventral to Bregma and 1.3 mm distal from the midline on both sides targeting dorsal CA1. Guide cannulae were secured in place with dental cement. Mice were kept on a heating pad until recovery. Mice were single housed for 2 days and their body weight and behavior were closely monitored during the 4 days following the procedure. Then, they were housed in groups of 2 mice per cage and behavioral tests started 10 days after surgery, enabling optimal recovery. A volume of 0.3 μl of T3 (3,3′,5-Triiodo-L-thyronin, Sigma-T2877) or its vehicle was infused (flow rate: 0.1 μl/min), as a single infusion, bilaterally in the dorsal CA1 (4 ng/μl per side dissolved in 0.9% saline solution), 15min before starting the ORM training session, using silicone tubing connected to a peristaltic pump (PHD22/2000 Syringe Pump Infusion, Harvard Apparatus, Massachusetts, USA) and protruding 1 mm below cannulae tip. The dose of T3 and the timing of infusion were based on Sui et al.’s study [26]. After behavior, the placement of cannulae in dorsal CA1 region of the hippocampus was verified histologically. The memory performance was tested 48 h after the training session of the ORM task. For gene expression, mice were culled 1 h after the training session of the ORM task, i.e. 1 h 25 min after T3 infusion (T3 infusion + 15 min, ORM training 10 min +1 h) (see Figure 6G).

### 2.6 Hippocampi collection

Mice were culled by decapitation and hippocampus was dissected out on ice [27] then placed in LoBind tube (Eppendorf, EP0030108078-250 EA). Tissues were then snap-frozen by submersion in liquid nitrogen prior to storage in a −80 °C freezer.

### 2.7 Translating ribosome affinity purification (TRAP) mRNA isolation

For pS6 RNA-sequencing (pS6-TRAP-Seq) experiments, hippocampi were removed from −80 °C freezer on ice to prevent any thawing and immediately complemented with 1 ml of cold homogenization buffer (10 mM HEPES [pH7.4], 150 mM KCl, 10 mM MgCl_2_, 2 mM DTT, 0.1 complete Protease Inhibitor Cocktail (Sigma, 11836170001), 100U/ml RNasin Ribonuclease Inhibitors (Promega, N2515), 100 μg/ml Cycloheximide). Tissues were disrupted with TissueLyser (Qiagen) for 15s–30 Hz. Homogenates were transferred in a new 1.5 ml tubes and centrifuged for 10 min at 1000 g at 4 °C. The supernatants were transferred to a new tube and NP40 10% (90 μl) was added and incubated on ice for 5 min with gentle mixing. Samples were centrifuged for 10min at 10000 g at 4 °C. 350 μl of RLT buffer (Qiagen, 74034) was added to 50 μl of supernatants (as input samples), homogenates vortexed for 20–30s and snap-frozen in liquid nitrogen prior to storage in −80 °C freezer until RNA purification. RNA from Input samples, reflecting hippocampus whole transcriptome, were purified and used to confirm pS6-TRAP enrichment by qPCR (data not shown). 500 μl of supernatant was incubated with 1:25 anti-pS6 244–247 (ThermoFisher, 44-923G) (20 μl) and incubated for 1.5 h at 4 °C with constant rotation. During anti-pS6 incubation, affinity purification beads were prepared where 200 μl of Protein G Dynabeads (Thermofisher, 10009D) were washed 3 times for 10min in 200 μl of Beads Washing Buffer (10 mM HEPES [pH7.4], 300 mM KCl, 10 mM MgCl_2_, 1% NP40) and finally incubated for 10min in 200 μl of Supplemented Homogenization Buffer (homogenization buffer supplemented with 1% NP40). Using magnet, beads were collected and homogenate/anti-pS6 solutions were added to beads for 1 h incubation at 4 °C with constant rotation. Following incubation, RNA bound to beads were washed 4 times for 10min at 4 °C in 200 μl of Wash Buffer (10 mM HEPES [pH7.4], 350 mM KCl, 10 mM MgCl_2_, 2% NP40, 2 mM DTT, 100U/ml RNasin Ribonuclease Inhibitors, 100 μg/ml Cycloheximide), during the final wash, beads were placed onto the magnet and moved to room temperature. After the final wash 350 μl of RLT buffer was immediately added to beads. Sample tubes were removed from the magnet and vortexed vigorously for 30s and incubated for 10min at room temperature. After removing beads using the magnet, mRNA was purified using RNeasy PLUS Micro kit (Qiagen, 74034). RNA integrity was assessed with 1 μl of each mRNA-purified sample using RNA 6000 Pico kit (Agilent, 5067-1513) on an Agilent Bionalyzer with RNA Integrity Number (RIN) score up to 9 and mRNA quantity was measured using Nanodrop spectrophotometer. An average of 150 ng of RNA per sample was obtained.

### 2.8 RNA sequencing and data analysis

Pooled equimolar library was synthesized at the Transcriptome facility using 50 ng of TRAP-mRNA using Illumina Stranded mRNA Prep (Illumina, 20040534) and IDT for Illumina RNA UD Indexes Set B and Set C (Illumina, 20040554 and 20040555). Profiling libraries were assessed with LabChip GX Touch HT Nucleic Acid Analyzer (PerkinElmer, Revvity), with HT DNA NGS 3K Reagent Kit (PerkinElmer, CLS960013) onto DNA X-Mark Chip (PerkinElmer, CLS144006). Then libraries were quantified by qPCR onto LightCycler 480 (Roche) with NEB Next Library Quant Kit for Illumina (NEB, E7630L) and KAPA Library Quantification Kit (Roche, KK4854). Finally, libraries were sequenced at the PGTB facility (https://doi.org/10.15454/1.5572396583599417E12) with NextSeq 2000 P3 reagents (100 cycles) (Illumina, 20040559) onto NextSeq 2000 sequencer platform. Paired-end sequencing reads of 50bp resulted in an average of 60 million paired-end reads. Raw reads were processed using trimgalore (v0.6.7), cutadapt (v3.4), mapped against *Mus musculus* GRCm39 using HISAT2 aligner (v2.2.0) and quality checked with MultiQC (v3.9.5) through workflow Nextflow (v21.10.6) and nf-core/rnaseq (v3.6) pipeline onto genotoul bioinformatics platform Toulouse (Bioinfo Genotoul, https://doi.org/10.15454/1.5572369328961167E12). For differential analysis, reads mapped to unique transcripts were counted with featureCounts (Subread v2.0.3) annotation module. With Rstudio (Rversion 4.2.2), raw counts were filtered to keep genes with at least 10 counts across 73 samples. Differentially expressed genes (DEG) were determined by the R Bioconductor package DESeq2 (v1.38.1) [28] using negative binomial distribution with a model grouping all 73 samples. For Weighted Correlation Network Analysis (WGCNA, v1.72-1) [29], ORM+1 h (*n* = 6) and HC-ZT3 (*n* = 6) groups raw counts for each diet were analyzed separately. For each diet, filtered reads were normalized using DEseq2 variance stabilizing transformation (vst) function and were filtered to keep only genes with a variance larger than 0.025. This resulted in 2147 genes, 2391 genes and 1476 genes respectively for NC ad lib, HFS ad lib and HFS TRF which were used to create modules-associated genes networks. Within each module per diet, module membership and the associated *p-*value was calculated. For differential exon usage (DEU) analysis, reads mapped to unique exon were counted with featureCounts, DEXseq R Bioconductor package (v1.44.0) [30] was used to measure DEU as a surrogate to infer differential splicing events in RNA-Seq data.

RNAseq data and experimental details are available in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE267751 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE267751).

### 2.9 Quantification of TRAP-mRNA by real time PCR

qPCR were performed as described [27]. Briefly, 20 ng of RNA from pS6-TRAP experiments were reverse transcribed using SuperScript IV Vilo (Thermo Fisher Scientific), 0.2 ng of cDNA were used for qPCR in 10 μl reaction with appropriate forward and reverse primers specifically designed to target genes of interest (Supplementary Table S7).

### 2.10 Statistical analysis

#### 2.10.1 For metabolic data, behavioral analyses and qPCR data

Data were analyzed in GraphPad Prism 10 (GraphPad Software, Inc., San Diego, CA) unless indicated otherwise. Figure error bars represent the standard error of the mean (SEM). For comparisons, t-tests were used to determine significant differences between means of two group values (eg NC ad lib vs. HFS ad lib) and when more than 2 groups by 2-way ANOVA with Diet and ORM as factors, (or diet and TRF) followed by Tukey post-hoc tests for multiple comparisons, or 3-way ANOVA when 3 factors such as diet, TRF and ORM. For the kinetics of body weight across time a mixed model was used under 3-way ANOVA because of missing values in the table; repeated values were used for weeks of diet exposure. To analyze daily patterns of energy metabolism and feeding, data were fitted to cosinor regressions (SigmaPlot v13, Systat software Inc., San Jose, CA, USA) as follows: [y = A+(B·cos(2·π· (x−C)/24))]where A is the mean level, B the amplitude, C the acrophase of the 24-h rhythm. Significance is indicated as follows: ∗*p* ≤ 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

#### 2.10.2 For RNA-seq data analysis

Default parameters were used for all bioinformatic tools unless specified. Differential gene expression from RNA-Seq data was determined by DEseq2 using the negative binomial distribution (Wald test) and genes were considered as significantly differentially expressed when the Benjamini-Hochberg adjusted *p*-values <0.05 (=FDR: False Discovery rate). In DEXseq analysis, exons were considered significantly differentially used when adjusted *p*-values <0.05. Functional enrichment analysis such as KEGG pathways and Gene Ontology terms were performed using the R Bioconductor package clusterProfiler (v4.6.2) using enrichKEGG and enrichGO functions. The function compareCluster was used to compare enriched functional categories of gene module. Relaxed significance threshold of adjusted *p*-value <0.2 was used for discovery and pathway analyses. Cell-type enrichment analyses to get specific gene signatures in different brain cell types (neurons, endothelial cell, astrocytes, microglia, oligodendrocyte precursor cells, newly formed oligodendrocytes, and myelinating oligodendrocytes) was performed using RNA-sequencing database [31] and Fisher exact test was used to test enrichment of cell type signatures in genes whin modules provided by WGCNA analysis in each diet. Resulting *p*-values were corrected for multiple tests using the Benjamini-Hochberg method and the significant threshold was set to *p* < 0.05 [32].

## 3 Results

### 3.1 Juvenile ad lib HFS diet induces, and TRF prevents, alteration of circadian metabolic parameters

We compared four groups of male C57Bl/6J mice that were under either a normal chow (NC) or HFS diet (45% kcal fat, 17% sucrose) for 12 weeks since weaning, provided *ad libitum* (ad lib) for the entire 12 weeks (NC ad lib, HFS ad lib) or ad lib for the first 8 weeks followed by time-restricted feeding (TRF) for the last 4 weeks (NC TRF, HFS TRF). We found that TRF significantly reduced the weight gain of the mice under HFS diet at week 11 (*p* = 0.0133) and week 12 (*p* = 0.0003) but did not have an impact on the weight of NC-fed mice (Figure 1A). Accordingly, in HFS mice, TRF was found to significantly reduce fat mass gain over 4 weeks (week 12-week 8), 7.82% vs. 12.04% respectively, for HFS TRF and HFS ad lib, *p* = 0.0001 (Figure 1B). The fat mass gain did not differ between NC TRF and NC ad lib groups, *p* = 0.37 (Figure 1B).

**Figure 1:**
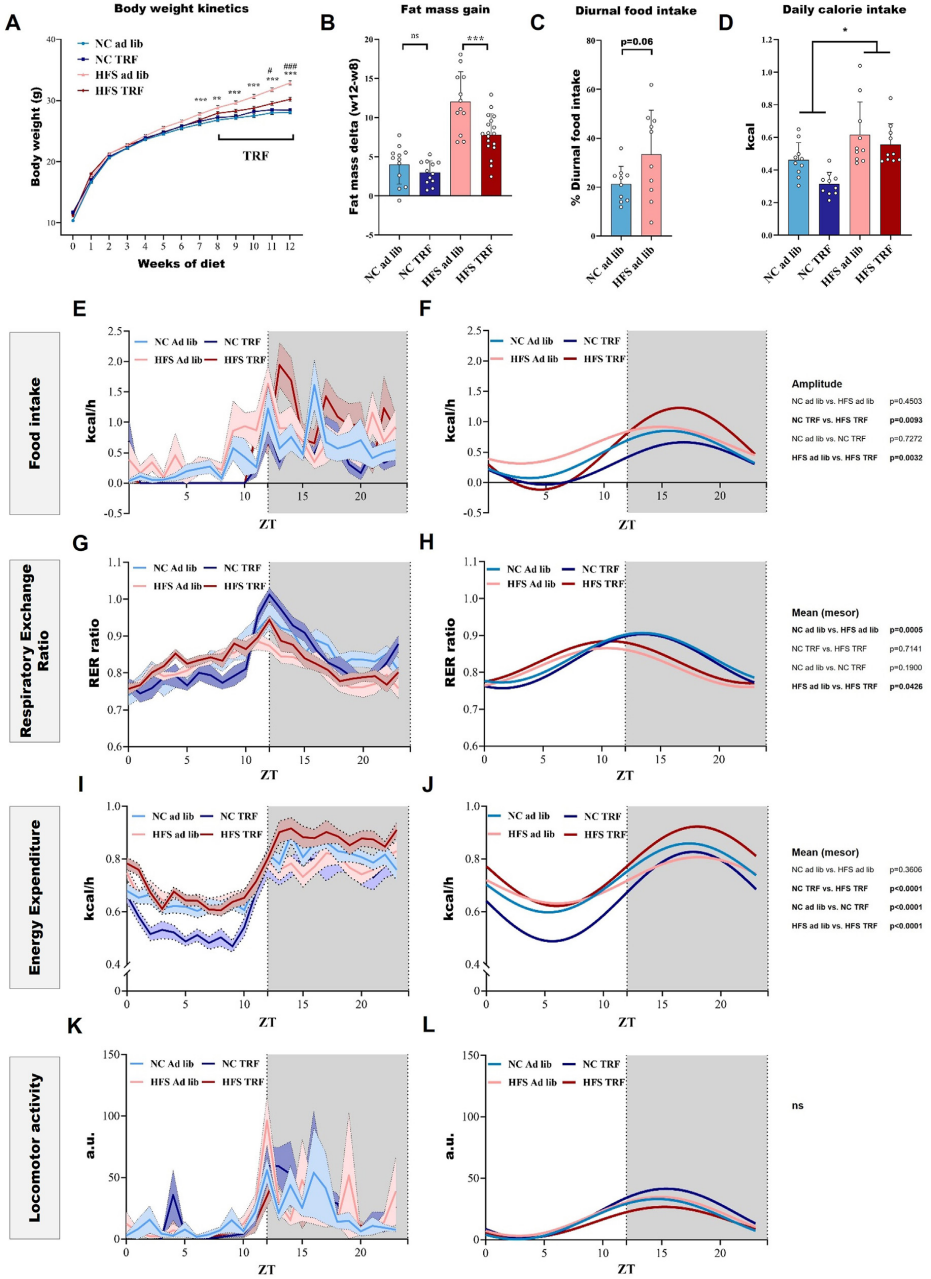
**Juvenile ad lib HFS diet induces, and TRF prevents, alteration of metabolic rhythms. A**: Kinetics of body weight across the 12 weeks of exposure; data from all the mice used in the study were compiled, *n* = 44–92 per group (some cohorts not weighted every week). Data were analyzed by 3-way ANOVA (Diet, TRF and Time (weeks of diet) factors, repeated measure for Time). **B**: Fat mass gain between week 8 and week 12 (measured by EchoMRI), unpaired t-test; *n* = 12 per group except HFS TRF *n* = 18. **E–L**: Metabolic rhythms measured by indirect calorimetry: raw data on the left and cosinor regression on the right. Hourly mean (mesor), amplitude and acrophase data were compared by 2-way ANOVA analyses (Diet and TRF factors), *n* = 10 per group. Data are represented as mean ± SEM. When Diet × TRF interaction is significant posthoc analyses are shown.

Cosinor regressions were used to calculate mesor (hourly mean levels), amplitude (difference between highest and lowest values), and acrophase (peak value) for each metabolic parameter measured by indirect calorimetry. Detailed data and statistics for each metabolic parameter are presented in Supplementary material. From the food intake measurements, we were able to calculate the diurnal percentage of food intake which was 33 ± 5% in HFS ad lib mice versus 21 ± 2% in NC ad lib mice (*p* = 0.06) (Figure 1C). A high variability is observed for diurnal food intake in the HFS ad lib mice which may be due to photophobia or deep sleep during the light phase for the mice exhibiting low diurnal food intake. Total 24 h calorie intake was significantly impacted by HFS but not by TRF, (2-way ANOVA, main diet effect *p* = 0.0017) (Figure 1D). By resynchronizing food intake to day/night cycles, TRF restored food intake amplitude (HFS TRF vs. HFS ad lib, *p* = 0.032, Figure 1E–F), mean RER (HFS TRF vs. HFS ad lib, *p* = 0.043, Figure 1G–H) and mean EE (HFS TRF vs. HFS ad lib, *p* < 0.001, Figure 1I–J). However, TRF had no effect on locomotor activity rhythms (Figure 1K and L).

### 3.2 Juvenile ad lib HFS diet induces memory deficits that are prevented by TRF

Since TRF re-aligned metabolic rhythms onto circadian rhythms in mice under HFS diet, we examined whether the hippocampal-dependent memory impairments previously observed in HFS ad lib mice [9,33] were prevented by TRF. Indeed, TRF prevented the impairments on short-term object location memory (OLM) tested early afternoon (one-sample t test against 50%: *p* < 0.001 for all groups except HFS ad lib; 2-way ANOVA interaction Diet x TRF *p* < 0.0001, HFS ad lib *p* < 0.0001 compared to all other groups, Figure 2A). Previous work showed that long-term (24 h) but not short-term (3 h) object recognition memory (ORM) was altered in HFS mice [10]. TRF prevented alterations on long-term object recognition memory (ORM) in HFS mice, tested in the morning, i.e. light phase (one-sample t test against 50%: *p* < 0.05 for all groups except HFS ad lib and NC TRF; 2-way ANOVA: interaction *p* = 0.0019, HFS ad lib *p* = 0.004 compared to all other groups except NC TRF (Figure 2B). TRF also prevented impairments of ORM in HFS mice when tested in the evening (dark phase) (one-sample t test against 50%: *p* < 0.05 for all groups except HFS ad lib, 2-way ANOVA, main diet effect *p* = 0.033, HFS ad lib *p* < 0.03 compared to all other group except *p* = 0.06 compare to HFS TRF), (Figure 2C). Regarding contextual fear conditioning, another hippocampal-dependent memory test, the impairments observed in HFS ad lib mice, in the morning, were not rescued by TRF (2-way ANOVA, main diet effect, *p* = 0.0018), (Figure 2D). Notably, anxiety-related behaviors were unchanged in the four experimental groups when tested in the elevated plus maze since there was no significant interaction nor main effect of diet and TRF on these behaviors (Figure 2E,F). No significant correlations were found between body fat mass percentage and memory performances for any of the memory tests, in HFS diet-fed mice, indicating that improvement of memory performances by TRF was independent of fat mass quantity (Supplementary Fig. S1).

**Figure 2:**
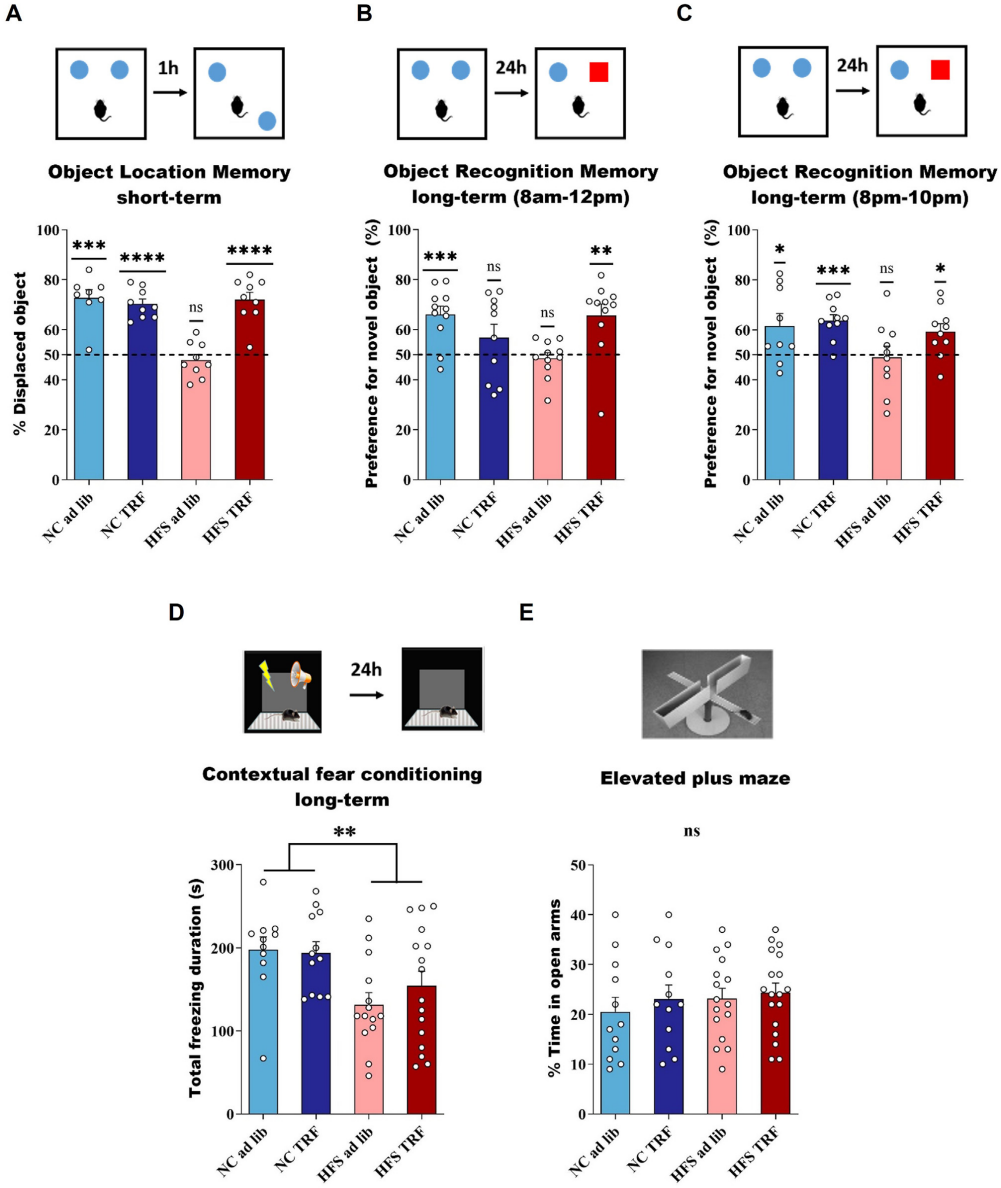
**Juvenile ad lib HFS diet induces memory deficits that are prevented by TRF**. **A**: Object Location Memory test, *n* = 8–9/per group; **B–C**: Object Recognition Memory test in the morning (*n* = 10–11 per group) and the evening, *n* = 9–10 per group. **D**: Contextual Fear Conditioning, *n* = 12–16 per group. **E**: Elevated Plus Maze *n* = 12–18 per group. Behavioral tests were done in the morning (or early afternoon for OLM) unless indicated. For OLM and ORM, each experimental group was assessed for a value of preference, analyzed by a one-sample t test between the group mean and 50%, that is, chance level but also 2-way ANOVA (see main text). CFC and EPM data were analyzed by 2-way ANOVA (Diet and TRF factors). Data are represented as mean ± SEM, ns: *p* > 0.05; ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001).

### 3.3 HFS ad lib diet impacts memory-induced hippocampal translatome that is partially rescued by TRF

In order to get insights into the mechanisms involved in HFS-induced memory impairments and their prevention by TRF, we examined the hippocampal molecular changes that accompanied the behavioral effects using a translatomic approach. Given that only a fraction of cells is activated in the hippocampus during memory acquisition and consolidation, we employed a TRAP technique to immuno-precipitate mRNAs currently being transcribed, using an antibody targeting the terminal phosphorylation sites (Ser244/247) of ribosomal protein S6 (pS6-TRAP) as in [34,35] followed by RNA sequencing to quantify mRNAs. Immunolabeling of pS6^Ser244/247^ was not found significantly different between groups in hippocampus CA1, CA3 and DG subregions (Supplementary Fig. S2). The design of the pS6 TRAP-RNAseq experiments is depicted in Figure 3A. 

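In the first experiment, hippocampal mRNA was purified by pS6-TRAP and sequenced from 36 mice, 6 at HC zt3 and 6 at ORM+1 h on each of NC ad lib, HFS ad lib and HFS TRF. The authors trimmed the reads with TrimGalore, aligned them to GRCm39 with HISAT2 and counted uniquely mapped reads per gene with featureCounts. The values analysed here are those raw counts, one column per mouse, before any filter or normalization. Total counts per NC ad lib mouse ranged from 48891465 to 57592415 at HC zt3 (median 50537572.5) and from 49761087 to 57984841 at ORM+1 h (median 54913026.5). HFS ad lib mice had 51153793 to 56871555 counts at HC zt3 (median 54405346.5) and 49188472 to 58659920 at ORM+1 h (median 56673186). HFS TRF mice had 50094958 to 62758570 counts at HC zt3 (median 57738088) and 47333105 to 59738764 at ORM+1 h (median 52140403.5). Counts were normalized with edgeR's TMM method and fitted in 1 model with 12 groups of diet and condition, over the 71 mice of both experiments and the 30141 genes with at least 10 counts in total. A DEG is a gene with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the Wald test of DESeq2, the package the authors used, was run as an alternative. Whether a change differed between diets was tested as an interaction term in the same model. For a list of genes, each mouse was also given a score, the mean over the list of the z-scored log2 CPM, and scores were compared by 2-sided exact permutation of the mice between HC and ORM within a diet. With 6 mice against 6 the smallest p that this test can give is 0.00216. Differences between diets in such a score were tested with 100000 permutations of the diets within each condition, again 2-sided. The labels do not state what a replicate number marks. Deviations from the group mean in log2 CPM were correlated between trained and home cage mice of the same number at ORM+1 h. The mean correlation was 0.239 in NC ad lib, -0.244 in HFS ad lib and 0.140 in HFS TRF mice. As its sign differed between diets, no pairing was used.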

In a first experiment, mice from NC ad lib, HFS ad lib, and HFS TRF groups were each split into two subgroups, one being euthanized under home cage conditions at zt3 (HC zt3) and the other half culled 1 h after a 10-min training of the ORM task that occurred between zt2 and zt4 (ORM+1 h) to study the early phase of memory-induced genes. In a second experiment, mice from NC ad lib, HFS ad lib, and HFS TRF groups, were euthanized either under home cage conditions at zt15 (HC zt15) for half of each group or 12 h (ORM+12 h, around zt14-zt16) after a 10-min training of the ORM task that occurred between zt2 and zt4 for the other half of each group, to test the late phase of memory-induced genes as well as the diurnal expression variation by comparing HC zt15 vs. HC zt3 data. The group NC TRF was not analyzed because both metabolic rhythms and behaviors were similar to the NC ad lib group.

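The second experiment held 35 mice, 6 at HC zt15 and 6 at ORM+12 h on each diet, except 5 HFS TRF mice at HC zt15, and its reads were processed by the authors in the same way. Total counts per NC ad lib mouse ranged from 34698914 to 56879224 at HC zt15 (median 49824670) and from 47039991 to 56819855 at ORM+12 h (median 56404718). They were 46952914 to 58754989 at HC zt15 (median 53505602.5) and 44964018 to 57452006 at ORM+12 h (median 55744805) in HFS ad lib mice. For HFS TRF mice the range was 50381401 to 56146755 at HC zt15 (median 51830835) and 47472589 to 56723234 at ORM+12 h (median 51174209). All HC zt3 mice belong to the first experiment and all HC zt15 mice to the second, so that time of day and experiment cannot be told apart in the comparison of HC zt15 with HC zt3. For that comparison a fold change above 1.2 was also required of a DEG, as printed in Figure 5D.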

**Figure 3:**
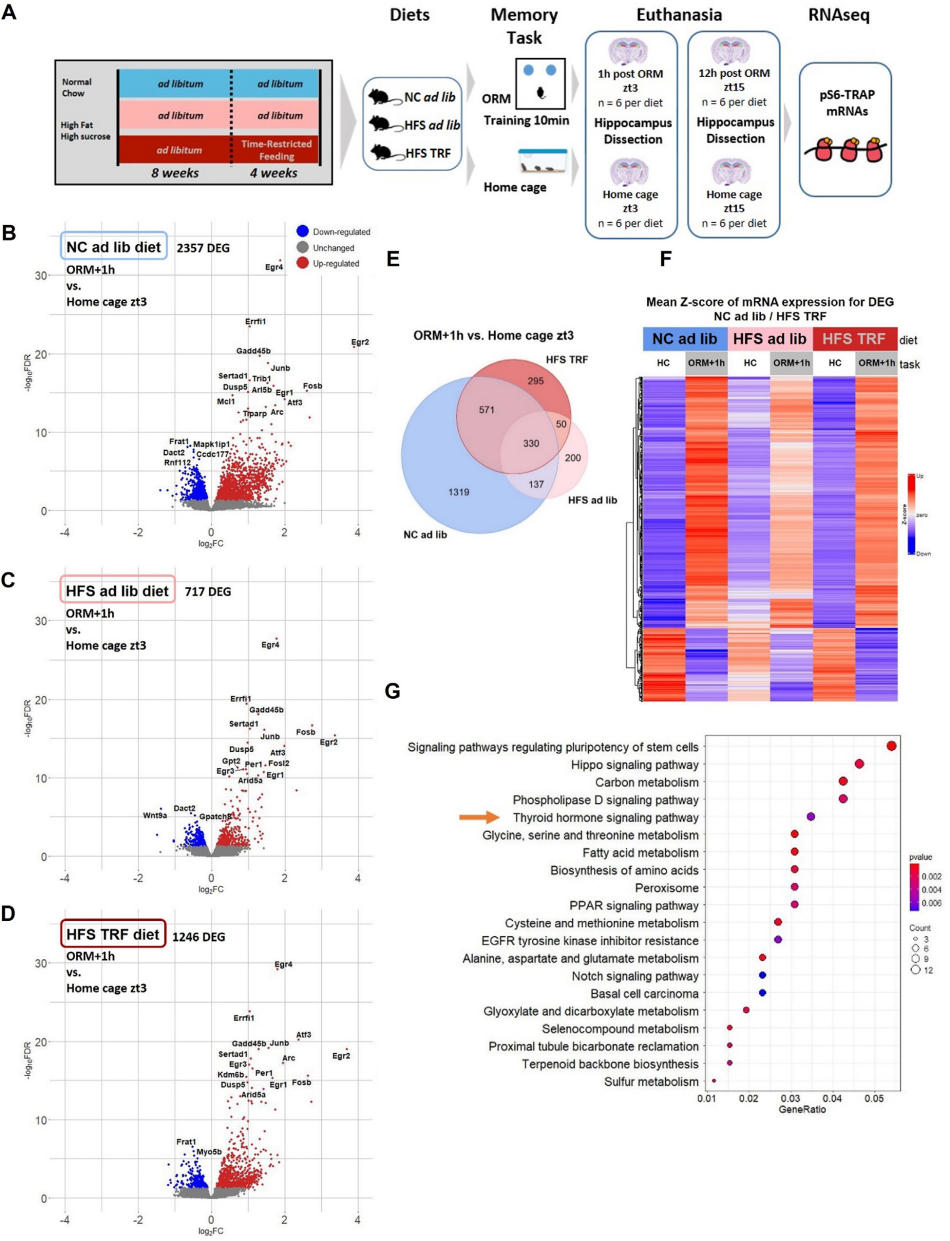
**Juvenile ad lib HFS diet modulates diurnal hippocampal translatome that is partially prevented by TRF**. **A**: Experimental design. **B–D**: Volcano plots of the differential gene expression analyses in each diet comparing the early transcriptional response to memory (ORM+1 h vs. HC zt3). **E**: Venn diagram of the differentially expressed genes (DEG) in each diet (ORM+1 h vs. HC zt3). **F**: heatmap of mean z scores of the DEG that are shared between NC ad lib and HFS TRF groups. **G**: Enrichment analysis of the DEG that are shared between NC ad lib and HFS TRF groups. Differential gene expression analyses were done with DEseq2 package using a FDR *p* < 0.05.

As illustrated in the Volcano plots comparing the conditions ORM+1 h and HC zt3 of each diet (Figure 3B–D), measuring the early phase of experience-induced genes, there were more genes up-regulated than down-regulated in each diet and the lowest number of differentially expressed genes (DEG) was found in the HFS ad lib group. 

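Between ORM+1 h and HC zt3, 1727 of the 30141 genes tested were DEG in NC ad lib mice, 1215 of them higher at ORM+1 h and 512 lower. There were 371 DEG in HFS ad lib mice, 223 higher and 148 lower, and in HFS TRF mice 864, 676 higher and 188 lower. The 2 genes with the smallest adjusted p among those that rose were Egr4 and Errfi1 on each diet. Egr4 (ENSMUSG00000071341, chromosome 6 of GRCm39 from 85485678 to 85490675) went from 2334 ± 236 to 8711 ± 961 normalized counts in NC ad lib mice (SD, n = 6 mice each), a log2 fold change of 1.90 (standard error 0.16, adjusted p = 2.7e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change was 1.77 in HFS ad lib mice (adjusted p = 6.2e-13) and 1.81 in HFS TRF mice (adjusted p = 2.2e-13). Errfi1 (ENSMUSG00000028967, chromosome 4 from 150938376 to 150955402) had log2 fold changes of 1.06, 0.96 and 1.06 in NC ad lib, HFS ad lib and HFS TRF mice. Among the genes that fell, Frat1 and Dact2 had the smallest adjusted p in NC ad lib mice, Wnt9a and Dact2 in HFS ad lib mice, and Frat1 and Myo5b in HFS TRF mice. Frat1 (ENSMUSG00000067199, chromosome 19 from 41818409 to 41821022) fell by 0.56 on the log2 scale in NC ad lib mice (adjusted p = 2.4e-06), Wnt9a (ENSMUSG00000000126, chromosome 11 from 59197567 to 59224378) by 1.37 in HFS ad lib mice (adjusted p = 1.3e-04) and Myo5b (ENSMUSG00000025885, chromosome 18 from 74574007 to 74907382) by 0.48 in HFS TRF mice (adjusted p = 6.6e-05). Dact2 (ENSMUSG00000048826, chromosome 17 from 14415314 to 14424566) decreased by 0.63 in NC ad lib and by 0.56 in HFS ad lib mice. When the model held only the groups compared, there were 2558, 192 and 1631 DEG in NC ad lib, HFS ad lib and HFS TRF mice, and under the DESeq2 Wald test 2554, 747 and 1333. The share of rises among the DEG of NC ad lib mice depended on the genes tested and the tool: filterByExpr gave 1197 higher and 1062 lower and the DESeq2 Wald test 1496 higher and 1058 lower. HFS ad lib mice had the fewest DEG under each of the 10 alternative models. Leaving out 1 mouse at a time gave 191 (without HC zt3 replicate 2) to 621 DEG (without HC zt3 replicate 5) in HFS ad lib mice, 1288 to 1976 in NC ad lib mice and 525 (without HC zt3 replicate 3) to 846 in HFS TRF mice. The change after training did not differ between diets for any gene at an adjusted p under 0.05. The smallest adjusted p of this interaction was 0.711 between HFS ad lib and NC ad lib mice and 0.75 between HFS TRF and HFS ad lib mice, with 1884 and 1685 genes at an unadjusted p under 0.05. On simulated counts the same test found 23 of 200 genes with a true difference between diets, so the absence of such genes carries little weight.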

We focused on the 571 DEG being commonly expressed in both NC ad lib and HFS TRF mice, but unchanged in HFS ad lib after ORM acquisition phase (Figure 3E, Supplementary Table S1). This subset of genes is of particular interest since it may be associated with the biological functions that are rescued by TRF to ameliorate HFS-induced memory deficits. 

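In edgeR's test, 438 genes were DEG in both NC ad lib and HFS TRF mice and not in HFS ad lib mice. All 438 changed in the same direction on both diets, 374 of them upward at ORM+1 h. Of the 571 genes in the paper's Supplementary Table S1, 324 are among them. Another 196 genes were DEG on all 3 diets, while 42 were DEG in both ad lib groups and not in HFS TRF mice and 31 in both HFS groups and not in NC ad lib mice. Without 1 mouse at a time the number shared by NC ad lib and HFS TRF mice alone went from 222 (without HFS TRF HC zt3 replicate 3) to 504 (without HFS ad lib HC zt3 replicate 2), and it was 845 with only the groups compared in the model.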

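For the 438 genes called in NC ad lib and HFS TRF mice alone, the median absolute log2 fold change was 0.75 in NC ad lib, 0.62 in HFS TRF and 0.35 in HFS ad lib mice. Of these, 435 moved in HFS ad lib mice in the direction seen in NC ad lib mice, and 293 had an unadjusted p under 0.05. The interaction with diet had an unadjusted p under 0.05 for 182 of the 438 genes between HFS ad lib and NC ad lib mice and for 48 between HFS TRF and HFS ad lib mice. None passed an adjusted p of 0.05 in either comparison, whether adjusted over all genes or adjusted over the list alone. Because these genes were chosen by their calls on the same mice, a smaller change on the diet left out is built into the choice, and the counts over the list are not independent evidence. The 42 genes chosen with HFS TRF as the diet left out had a median ratio of 0.66 between the change on that diet and the mean change on the other 2, against 0.519 for the 438 genes.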

Their mRNA levels, expressed as mean z scores, are illustrated in a heatmap (Figure 3F). Among the top-enriched pathways of these 571 DEG (Figure 3G), thyroid hormone signaling caught our attention due to their known involvement in brain development and memory processes [36,37]. 

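Of the 9 genes of this pathway listed in the paper, Dio3 among them, 8 were DEG in NC ad lib mice, 5 in HFS TRF mice and 0 in HFS ad lib mice, where 4 had an unadjusted p under 0.05. With p adjusted over the list alone, the counts were 9, 9 and 4, which is not independent evidence, since the list was drawn from DEG of these mice. Atp1b2 (ENSMUSG00000041329, chromosome 11 from 69487651 to 69496851) had log2 fold changes of 0.89 in NC ad lib, 0.25 in HFS ad lib and 0.70 in HFS TRF mice (adjusted p = 1.9e-04, 0.565 and 0.00856 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), followed by Plcd4 (ENSMUSG00000026173, chromosome 1 from 74581734 to 74606997) with 1.23, 0.59 and 0.93 (adjusted p = 5.1e-04, 0.268 and 0.0203). Notch1 (ENSMUSG00000026923, chromosome 2 from 26347915 to 26406675), Med12 (ENSMUSG00000079487, chromosome X from 100317597 to 100342533) and Pik3ca (ENSMUSG00000027665, chromosome 3 from 32451820 to 32522635) rose by 0.69, 0.48 and 0.28 on the log2 scale in NC ad lib mice. They rose in HFS TRF mice by 0.58, 0.40 and 0.27 without passing the threshold (adjusted p = 0.0912, 0.0749 and 0.0589), and Pik3ca did pass it there under 7 of the alternatives, the DESeq2 Wald test included. One HC zt3 NC ad lib mouse (replicate 3) had a Med12 count below that of the others, and Med12 was no longer a DEG in NC ad lib mice without it. The Notch1 change in HFS ad lib mice rested on 1 trained mouse (replicate 2), without which it went from 0.12 to -0.09. Mapk3 (ENSMUSG00000063065, chromosome 7 from 126358723 to 126364991) fell by 0.23 and 0.25 in NC ad lib and HFS TRF mice (adjusted p = 0.00967 and 0.00786). The fall of Med16 (ENSMUSG00000013833, chromosome 10 from 79730539 to 79744786) was -0.17 in NC ad lib mice (adjusted p = 0.0793) and -0.21 in HFS TRF mice (adjusted p = 0.0365), where leaving out any of 7 mice took it past the threshold, up to an adjusted p of 0.131. In NC ad lib mice the calls of Notch1 and Pik3ca also depended on single mice, with adjusted p up to 0.0614 (without ORM+1 h replicate 2) and 0.101 (without ORM+1 h replicate 4). For Plcd4 in HFS TRF mice it reached 0.0799 without HC zt3 replicate 4.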

The genes representing the thyroid pathway are Atp1a2, Atp1b2, Dio3, Mapk3, Med12, Med16, Notch1, Pik3ca and Picd4.

When we examined the late-phase translational response of gene expression by comparing condition 12 h after the ORM task (ORM+12) to the home cage control at a similar time point (HC zt15), only 239 genes were modified in NC ad lib group compared to 2357 genes at ORM+1 h, 201 genes in HFS ad lib group compared to 717 at ORM +1 h but 1595 genes in HFS TRF mice compared to 1246 genes at ORM+1 h (Supplementary Fig. S3). Thus, modification of gene expression during memory consolidation takes place mostly at an early phase under ad lib NC or HFS diets but is equally distributed under HFS TRF regimen. 

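Between ORM+12 h and HC zt15, edgeR's test called 63 DEG in NC ad lib mice, 43 higher at ORM+12 h and 20 lower, 54 in HFS ad lib mice, 21 higher and 33 lower, and 741 in HFS TRF mice, 473 higher and 268 lower. At an unadjusted p under 0.05 the numbers of genes were 5050, 5129 and 6477. Among the genes that rose, Cracdl and Scube1 had the smallest adjusted p in NC ad lib mice and Ryr1 in HFS ad lib mice. Cracdl (ENSMUSG00000026090, chromosome 1 from 37650755 to 37759408) rose from 31776 ± 2564 to 42803 ± 2942 normalized counts (SD, n = 6 mice each), a log2 fold change of 0.43 (adjusted p = 0.00366 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Scube1 (ENSMUSG00000016763, chromosome 15 from 83486786 to 83609245) by 0.53 (adjusted p = 0.0212). In HFS ad lib mice Ryr1 (ENSMUSG00000030592, chromosome 7 from 28702769 to 28824604) had a log2 fold change of 1.09 (adjusted p = 0.0321). Over the omissions of 1 mouse its log2 fold change was at least 0.58 and its adjusted p at most 0.211. The genes that fell with the smallest adjusted p were Polr2m and Gm15564 in NC ad lib mice and Vat1 and Necab1 in HFS ad lib mice. Polr2m (ENSMUSG00000032199, chromosome 9 from 71385719 to 71393257) fell by 0.30 on the log2 scale, Vat1 (ENSMUSG00000034993, chromosome 11 from 101349294 to 101357083) by 0.40 and Necab1 (ENSMUSG00000040536, chromosome 4 from 14952242 to 15149794) by 0.57. The fitted fall of Gm15564 (ENSMUSG00000086324, chromosome 16 from 35776121 to 35803658), -2.72, came from 1 home cage mouse: its mean at HC zt15 was 2225 ± 4636 (SD), and the change was 0.02 without that mouse.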

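The counts at ORM+12 h moved more with the model and with single mice than those at ORM+1 h. The DESeq2 Wald test gave 303, 252 and 1691 DEG in NC ad lib, HFS ad lib and HFS TRF mice, and a model of only the groups compared gave 0, 0 and 695, with 2840 and 2499 genes at an unadjusted p under 0.05 on the 2 ad lib diets. Without 1 mouse at a time, NC ad lib mice had 1 (without HC zt15 replicate 6) to 249 DEG (without ORM+12 h replicate 1) and HFS ad lib mice 0 (without ORM+12 h replicate 2) to 694 (without HC zt15 replicate 6). The range in HFS TRF mice was 7 (without HC zt15 replicate 4) to 1020 (without ORM+12 h replicate 4), with 14 DEG without HC zt15 replicate 1. As an interaction, the change at ORM+12 h differed between HFS ad lib and NC ad lib mice for 32 genes (18 more positive in HFS ad lib mice and 14 less) and between HFS TRF and HFS ad lib mice for 0, with 4247 genes at an unadjusted p under 0.05. The score of 10 choroid plexus markers was added as a covariate after the data were seen. It left 4 DEG in NC ad lib and 77 in HFS TRF mice, and 3 of the interaction between HFS ad lib and NC ad lib mice. The number in HFS ad lib mice stayed within 1.5 times of 54. Choroid plexus tissue may thus account for part of these counts, though a covariate that differs between groups can also remove a true change. From the smaller number of DEG at ORM+12 h than at ORM+1 h in both ad lib groups, and similar numbers in HFS TRF mice, the paper concludes that gene expression changes during memory consolidation mostly in an early phase on the ad lib diets and in both phases under HFS TRF.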

Only 18 induced genes are shared between NC ad lib and HFS TRF. These genes are related to neuronal plasticity, through neurogenesis or neurite outgrowth. None of these 18 genes were differentially expressed in NC ad lib and HFS TRF, 1 h after ORM. 

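One gene, Zfta, was a DEG at ORM+12 h in NC ad lib and HFS TRF mice and not in HFS ad lib mice, and it was higher after training on both diets. Zfta (ENSMUSG00000053080, chromosome 19 from 7394327 to 7403272) had log2 fold changes of 0.29 in NC ad lib mice (standard error 0.06, adjusted p = 0.0301 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.26 in HFS TRF mice (adjusted p = 0.0265) and 0.09 in HFS ad lib mice (adjusted p = 0.496). With 1 mouse left out its adjusted p rose to at most 0.116 and 0.0997 in NC ad lib and HFS TRF mice. Under the DESeq2 Wald test 17 genes were shared in this way. Of the 18 genes printed in Supplementary Fig. S3E, 3 were DEG in NC ad lib mice, 4 in HFS TRF mice and 0 in HFS ad lib mice, where 4 had an unadjusted p under 0.05. Their adjusted p ran from 0.0295 to 0.127 in NC ad lib mice and from 0.0253 to 0.0999 in HFS TRF mice, and 11 rose and 7 fell on both diets. All 18 passed in NC ad lib and HFS TRF mice and 0 in HFS ad lib mice when adjusted over the list alone, which is not independent evidence, since the list was chosen on these mice.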

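At ORM+1 h, 2 of the 18 genes of Supplementary Fig. S3E were DEG in NC ad lib mice in edgeR's test, Cib1 and Prdm16os, 1 in HFS TRF mice, Prdm16os, and 1 in HFS ad lib mice, Epha10, all named after their values at that time were seen. The smallest adjusted p over the list was 1.3e-04 in NC ad lib, 0.0268 in HFS ad lib and 0.0376 in HFS TRF mice, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold changes of the 18 genes at that time had a median of 0.01 and a range of -0.75 to 1.33 in NC ad lib mice, and a median of 0.03 and a range of -0.32 to 0.84 in HFS TRF mice. Adjusted over the list alone, 6 genes passed in NC ad lib, 2 in HFS ad lib and 1 in HFS TRF mice.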

As for the numerous genes modified in the HFS TRF group, 12 h after ORM we performed further analyses that are detailed in supplementary text and Supplementary Fig. S3.

After identifying the broad patterns of translatome-wide changes associated with diet exposure and memory alterations, we aimed to resolve gene co-expression networks to pinpoint translatome changes that may be critical for understanding how diet and TRF influence early memory consolidation, specifically 1 h after ORM. To achieve this, we employed a weighted gene co-expression network analysis (WGCNA) [29] as a systems biology approach to identify modules (clusters) of highly co-expressed genes from the RNAseq data (ORM+1 h vs HC zt3), for each diet (Figure 4A–C). We then correlated the expression level of each module eigengene (which summarizes the expression of the genes within each module) with the conditions of ORM versus HC. The NC ad lib group exhibited one module (brown), while the HFS ad lib showed two modules (dark green and pink) that were highly correlated with ORM (Figure 4A–B, Supplementary Tables S2–4)). 

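The first principal component over the genes of each published module was taken as its eigengene and related to the groups of 6 trained and 6 home cage mice. For the brown module (467 genes, NC ad lib) the mean eigengene was 0.278 ± 0.0974 (SD, n = 6) at ORM+1 h and -0.278 ± 0.0696 at HC zt3, which corresponds to a Pearson r of 0.963 with the condition (exact permutation p = 0.00216). The r in HFS ad lib mice was 0.961 for the dark green module (107 genes, exact permutation p = 0.00216) and 0.644 for the pink module (33 genes, exact permutation p = 0.0238). Every trained mouse lay above every home cage mouse for brown and dark green, and 4 of 6 did for pink, whose exact permutation p went from 0.0152 to 0.0519 with 1 mouse left out. The share of the variance over the module genes held by the eigengene was 82.4%, 83.8% and 78.6%. As the modules had been picked for this relation in the same mice, the p values are not independent evidence for it. On the other diets, the mean z score of the brown genes was higher at ORM+1 h by 1.10 in HFS ad lib (exact permutation p = 0.039) and by 1.46 in HFS TRF mice (exact permutation p = 0.00216), against 1.98 in NC ad lib mice. The dark green genes rose by 1.86 in NC ad lib and 2.01 in HFS TRF mice and the pink genes by 0.92 and 0.75 (each with an exact permutation p of 0.0152 or less). The difference in the brown score between HFS ad lib and NC ad lib mice was -0.88 (permutation p = 0.051), and between HFS TRF and HFS ad lib mice 0.37 (permutation p = 0.453). With diet labels exchanged only between mice of the same replicate number, the exact permutation p were 0.0308 and 0.0625. That test was chosen after the results were seen.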

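In HFS TRF mice the eigengene of the yellow module (298 genes) had a Pearson r of 0.793 with ORM versus HC (exact permutation p = 0.00866), and that of the light green module (121 genes) 0.975 (exact permutation p = 0.00216), with 5 and 6 of 6 trained mice above every home cage mouse. They held 80.0% and 78.7% of the variance of their genes. By gene identifier, 245 of the 298 yellow genes (82.2%) are also in the brown module and 62 of the 121 light green genes (51.2%) in the dark green module. The brown module shares a further 51 genes with light green and 50 with dark green, and 0 with pink, and yellow shares 0 genes with either HFS ad lib module. The yellow genes rose by 1.86 in mean z score in NC ad lib mice (exact permutation p = 0.00216), by 1.30 in HFS TRF and by 0.95 in HFS ad lib mice (exact permutation p = 0.0563), and the difference between HFS TRF and HFS ad lib mice was 0.35 (permutation p = 0.515). The light green genes rose by 1.66, 1.69 and 1.44 in NC ad lib, HFS TRF and HFS ad lib mice (exact permutation p = 0.00216 on each diet).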

Notably, HFS TRF mice exhibited two modules correlated with ORM, one (yellow module) was significantly enriched with genes expressed in the brown cluster of NC ad lib mice (245 genes/298 total, 82%, Supplementary Table S2) and the other (light green) was enriched with genes from the most significant module of the HFS ad lib group (62 genes/121 total, 51%; Figure 4D). Enrichment analyses of the 245 genes shared between the NC and HFS TRF (Brown-Yellow) modules are presented in Supplementary Fig. S4. In addition to the pathways already noted in the enrichment analysis of Figure 3G, such as thyroid hormone signaling, we observed enrichment in pathways related to glial cell differentiation (including astrocytes and oligodendrocytes), l-glutamate transmembrane transport and the glutamatergic synapse.

**Figure 4:**
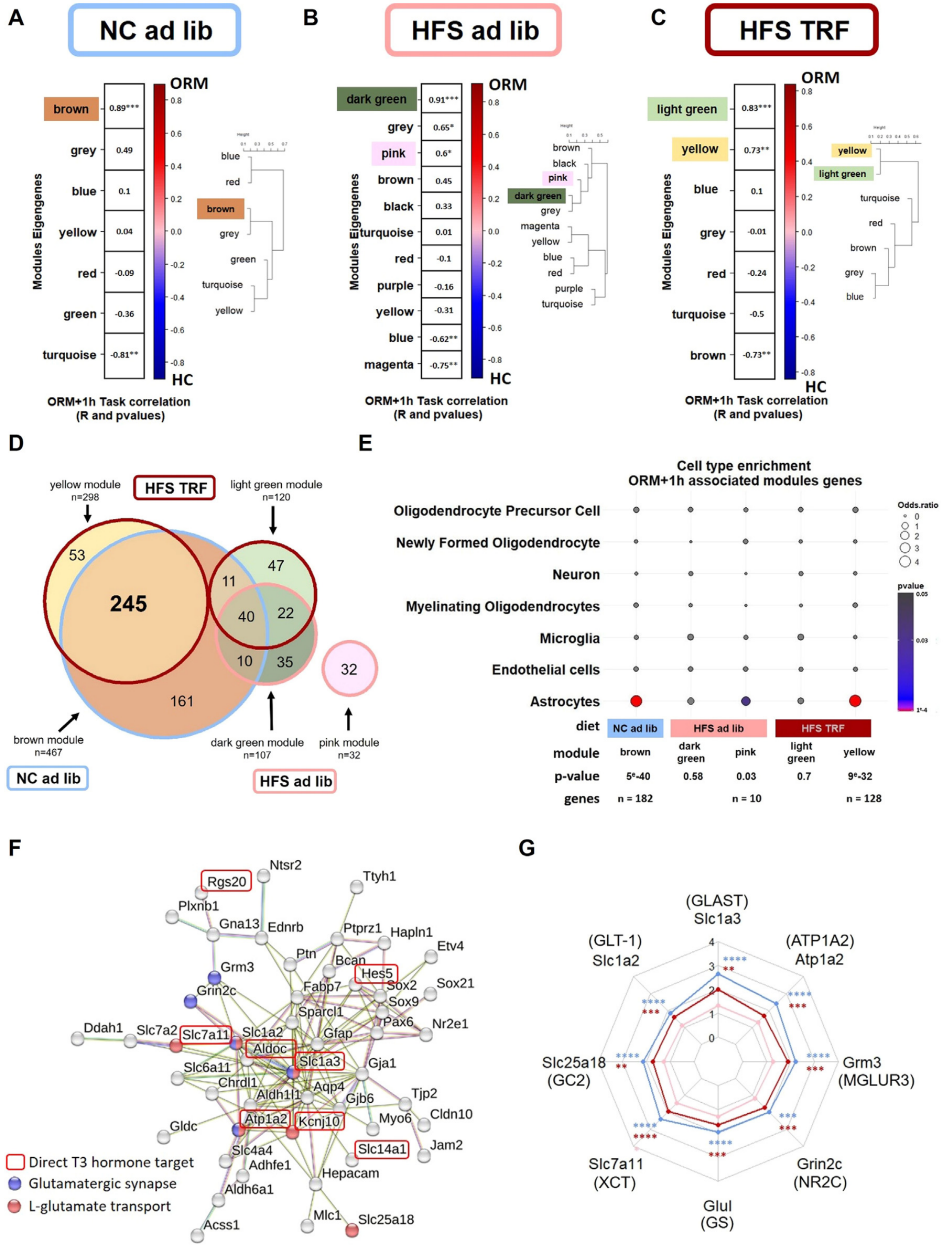
**Co-regulated network analysis highlights astrocytic genes associated with memory**. **A–C**: Modules of co-regulated genes in each diet as defined by WGCNA analyses. Each module is identified with a color name. The color scale on the right indicates the R values for the Pearson correlations (Module-trait correlation between eigengene expression in each module and ORM vs. home cage (HC) condition. P values for Pearson correlation are noted within each module **D**: Venn diagram showing genes shared between modules of co-regulated gene network of each diet **E**: Cell-type analysis of the ORM-correlated genes for each module of each diet. **F**: Major network of the astrocytic genes shared between NC ad lib and HFS TRF modules (STRING software), (See also Fig. S4). **G**: Gene expression (RNAseq data) represented in a radar plot for genes involved in the regulation of glutamate neurotransmission. The stars shown on the top of each gene represent the p adjusted values from the DEseq2 global analysis.

Next, a cell type enrichment analysis, performed as described in [31,32], revealed that in mice under the NC ad lib and HFS TRF diets, genes correlating with ORM where predominantly expressed in astrocytes. This was not the case for mice on the HFS ad lib diet, where only 10 genes from the pink modules show significant expression in astrocytes (Figure 4E). 

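Of 12 astrocyte markers listed before the counts were read, 12 are in the brown module, 11 in the yellow module and 0 in the dark green, pink or light green modules. Their median log2 fold change at ORM+1 h was 1.45 in NC ad lib, 1.09 in HFS TRF and 0.57 in HFS ad lib mice. As a mean z score they rose by 2.21 and 1.80 in NC ad lib and HFS TRF mice (exact permutation p = 0.00216 for each) and by 1.21 in HFS ad lib mice (exact permutation p = 0.0628). The medians over 12 neuronal markers were -0.15, -0.07 and -0.03 in NC ad lib, HFS TRF and HFS ad lib mice, over 12 microglial markers -0.24, -0.50 and -0.11, over 12 markers of myelinating oligodendrocytes 0.05, -0.06 and -0.11, over 8 markers of oligodendrocyte precursors -0.05, -0.08 and -0.15, and over 12 endothelial markers 0.33, 0.04 and 0.08. Over 10 choroid plexus markers they were 1.51, -0.59 and 0.46, and as a mean z score these changed by 0.42, -0.46 and -0.01 (exact permutation p = 0.478, 0.435 and 0.991). The microglial score changed by -0.56, -1.06 and -0.28 in NC ad lib, HFS TRF and HFS ad lib mice (exact permutation p = 0.00433, 0.00216 and 0.435). For the neuronal score the changes were -0.94, -0.29 and -0.15 (exact permutation p = 0.0108, 0.262 and 0.602). The change of the astrocyte markers exceeded that of the markers of myelinating oligodendrocytes, microglia and endothelial cells by 1.42 on the log2 scale in NC ad lib and 1.35 in HFS TRF mice (exact permutation p = 0.00216 for each) and by 0.86 in HFS ad lib mice (exact permutation p = 0.0714). The fall of the microglial markers adds to this difference. The cell type database used in the paper was not used here.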

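The 123 astrocytic genes shared by the brown and yellow modules were each higher at ORM+1 h than at HC zt3 on all 3 diets. In edgeR's test 123 of them were DEG in NC ad lib mice, 97 in HFS TRF mice and 4 in HFS ad lib mice (Dio2, Fam20a, Gjb6 and Hapln1, named after their values were seen), where 80 had an unadjusted p under 0.05. Their median log2 fold change was 1.25 in NC ad lib, 0.87 in HFS TRF and 0.51 in HFS ad lib mice. Adjusted over the list alone, 123, 122 and 60 passed, which is not independent evidence, since the list was chosen on these mice, and 11 of them are among the 12 astrocyte markers. The score of the 123 genes rose from -1.13 ± 0.324 to 1.01 ± 0.436 in NC ad lib mice (SD, n = 6; exact permutation p = 0.00216), from -0.991 ± 0.86 to 0.674 ± 0.487 in HFS TRF mice (SD, n = 6; exact permutation p = 0.00649) and from -0.83 ± 1.20 to 0.293 ± 0.566 in HFS ad lib mice (SD, n = 6; exact permutation p = 0.0628). Trained mice above every home cage mouse of their diet numbered 6, 5 and 1 of 6. The exact permutation p in HFS ad lib mice ran from 0.0238 (rise of 1.46 without HC zt3 replicate 5) to 0.128 with 1 mouse left out. Under fry, a rotation test of gene sets from limma, the rise in HFS ad lib mice did pass 0.05. The rise was smaller in HFS ad lib than in NC ad lib mice by 1.02 (permutation p = 0.0954) and larger in HFS TRF than in HFS ad lib mice by 0.54 (permutation p = 0.422). Without 1 mouse the first of these differences had a permutation p between 0.0486 and 0.211. As an interaction, 81 genes differed between HFS ad lib and NC ad lib mice and 6 between HFS TRF and HFS ad lib mice at an unadjusted p under 0.05, and 0 when adjusted over the list alone.

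**Figure D1:**
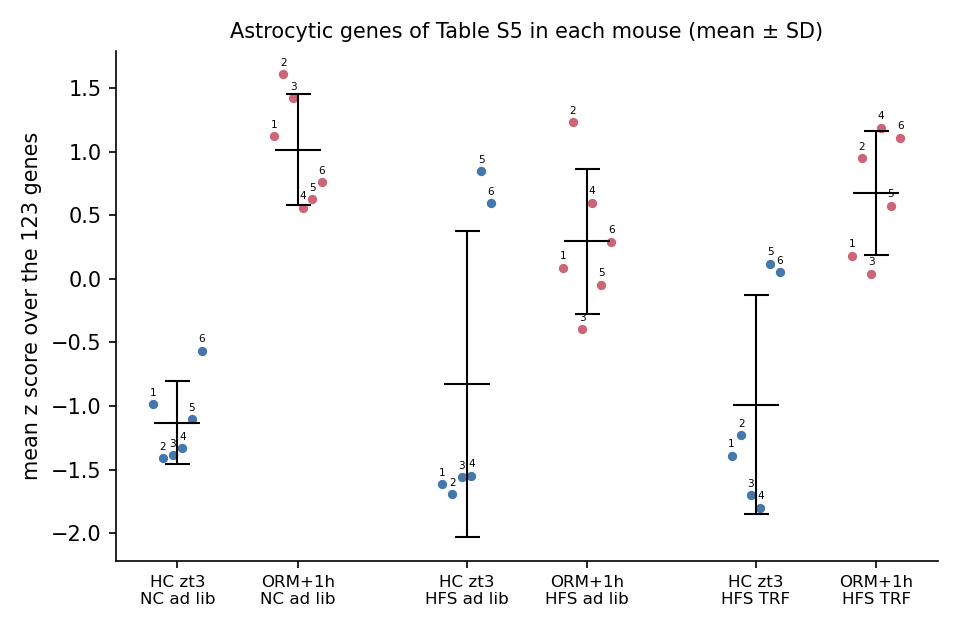
Score of the 123 astrocytic genes (mean z score of log2 CPM) in each mouse at HC zt3 (blue) and ORM+1 h (red) on each diet, with the replicate number beside each point and the mean and SD of each group. HFS ad lib mice at HC zt3 range from -1.69 to 0.845, and HFS TRF mice from -1.80 to 0.119.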

We identified 123 astrocyte-expressed genes that were common between the NC ad lib and HFS TRF mice (Supplementary Fig. S4, Supplementary Table S5), which were then subjected to gene network analysis. The major cluster included 49 astrocytic genes, several of which are involved in the regulation of glutamate uptake and transmission (Figure 4F). These genes, specifically GLAST (Slc1a3), GLT1 (Slc1a2), GC2 (Slc25a18), XCT (Slc7a11), Atp1a2, GS (Glul), NR2C (Grin2c) and MGLUR3 (Grm3), were not significantly upregulated in the HFS ad lib group (or show lesser upregulation for XCT), suggesting a deficiency in glutamate reuptake and recycling for mice under this diet (Figure 4G).

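All 8 glutamate genes were DEG in NC ad lib mice (log2 fold changes from 1.22 to 1.74, adjusted p from 1.8e-05 to 6.7e-04 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in HFS TRF mice (1.01 to 1.32, adjusted p from 0.00102 to 0.0171). None were in HFS ad lib mice, with log2 fold changes from 0.50 to 0.85 and adjusted p from 0.0788 to 0.362, although each had an unadjusted p under 0.05 and all 8 passed when adjusted over the list alone, a list chosen on these mice and so not independent evidence. Slc7a11 (ENSMUSG00000027737, chromosome 3 from 49846975 to 50398070) had the largest change in HFS ad lib mice, from 313 ± 147 to 566 ± 127 normalized counts (SD, n = 6 mice each), a log2 fold change of 0.85 (standard error 0.26, adjusted p = 0.0788), against 1.60 in NC ad lib and 1.28 in HFS TRF mice. Its adjusted p ranged from 0.0052 to 0.146 over the alternatives, and it was a DEG under the DESeq2 Wald test. Without HC zt3 replicate 5 of the HFS ad lib mice, Slc7a11, Slc25a18, Glul and Grm3 were each DEG, with adjusted p down to 0.00824 for Glul, and without replicate 6 Slc7a11, Glul and Grm3 were. Slc1a3 (ENSMUSG00000005360, chromosome 15 from 8663604 to 8741595) went from 10597 ± 8009 to 17778 ± 7262 in HFS ad lib mice (log2 fold change 0.75) and from 7394 ± 1138 to 24721 ± 7166 in NC ad lib mice (1.74), and Slc1a2 (ENSMUSG00000005089, chromosome 2 from 102488574 to 102621129) changed by 0.50 and 1.22. Slc25a18 (ENSMUSG00000004902, chromosome 6 from 120750346 to 120777941), Glul (ENSMUSG00000026473, chromosome 1 from 153775690 to 153785469), Grin2c (ENSMUSG00000020734, chromosome 11 from 115139992 to 115158525) and Grm3 (ENSMUSG00000003974, chromosome 5 from 9534069 to 9776088) changed by 0.66, 0.68, 0.54 and 0.67 in HFS ad lib mice. One NC ad lib HC zt3 mouse (replicate 6) had a Grin2c count and a score over the 8 genes above those of the other 5. The score of the 8 genes rose by 2.24 in NC ad lib (exact permutation p = 0.00216), by 1.87 in HFS TRF (exact permutation p = 0.00216) and by 1.28 in HFS ad lib mice (exact permutation p = 0.0476, and 0.0996 at most with 1 mouse left out). Between diets the rise differed by -0.96 (HFS ad lib less NC ad lib, permutation p = 0.132) and by 0.59 (HFS TRF less HFS ad lib, permutation p = 0.396). The interaction had an unadjusted p under 0.05 for 6 of the 8 genes in the first comparison and for 0 in the second. With diet labels exchanged only between mice of the same replicate number, the exact permutation p of these score differences were 0.0918 and 0.0322. That test was chosen after the results were seen.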

Thanks to a recently published mouse brain atlas of thyroid hormones’ direct target genes in astrocytes [38], constructed from recent RNAseq and ChIP-seq databases), we found that 22.4% (55/245 total) of the ORM-correlated genes are targets of thyroid hormones (highlighted in Supplementary Table S5). Some of these thyroid-responsive genes are emphasized in the cluster shown in Figure 4F.

Collectively, the RNAseq analysis on memory-induced genes indicated that the hippocampal translatome is highly modified under HFS ad lib diet at the early phase of gene transcription. Part of the hippocampal translatome is rescued by TRF and includes thyroid hormone pathway as well as astrocytic genes involved in the regulation of glutamate neurotransmission.

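Over the 1727 DEG of NC ad lib mice, scored with the sign of their change, the rise at ORM+1 h was 1.84 in NC ad lib mice, 1.26 in HFS TRF mice (exact permutation p = 0.00216) and 1.02 in HFS ad lib mice (exact permutation p = 0.013). Of these genes, 97.3% moved in HFS ad lib mice in the NC ad lib direction and the median ratio of their log2 fold change to that of NC ad lib mice was 0.488. The share in HFS TRF mice was 98.2% and the ratio 0.689. The rise in HFS TRF mice exceeded that in HFS ad lib mice by 0.24 (permutation p = 0.462). The genes were chosen by their change in NC ad lib mice, so only the comparison of the other 2 diets is free of that choice. The paper proposes that genes changed after ORM in NC ad lib and HFS TRF mice and not in HFS ad lib mice may be tied to functions that TRF rescues, and it states that the rescued part holds the thyroid hormone pathway and astrocytic genes of glutamate neurotransmission.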

### 3.4 HFS ad lib diet impacts day–night variations of hippocampal translatome that is partially rescued by TRF

Since HFS ad lib diet is known to disturb molecular rhythms and TRF to reinstate them, we evaluated day–night gene expression by the comparison of DEG between HC zt3 and HC zt15 (Figure 5A–F) in each diet.

**Figure 5:**
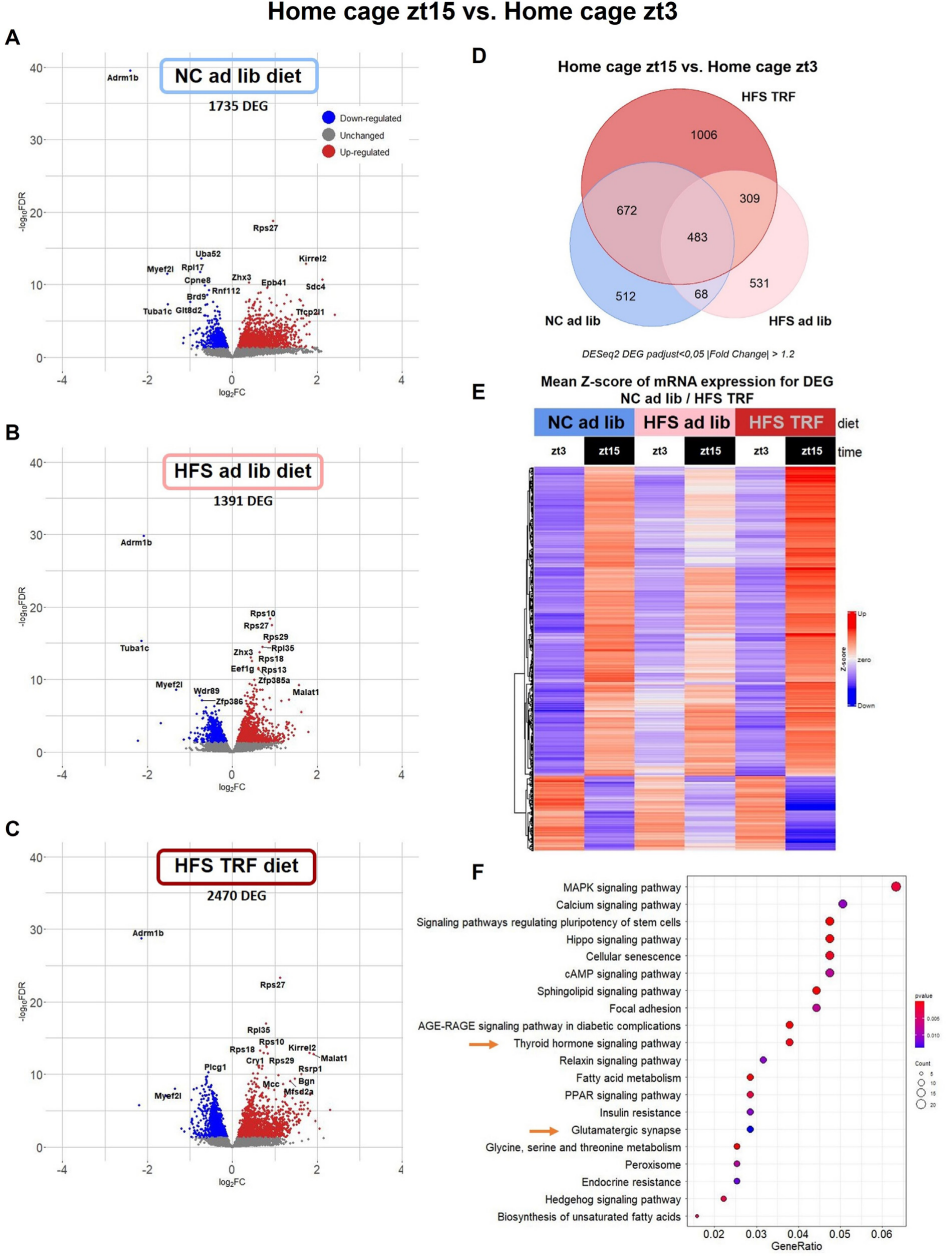
**Juvenile HFS ad lib diet impacts day–night variations of hippocampal translatome that is partially rescued by TRF. A–C**: Volcano plots of the differential gene expression analyses in each diet comparing diurnal variation of expression in home cage condition (HC zt15 vs. HC zt3). **D**: Venn diagram of the differentially expressed genes (DEG) in each diet (HC zt15 vs. HC zt3). **E**: heatmap of mean z scores of mRNA expression of the DEG that are shared between NC ad lib and HFS TRF groups. Differential gene expression analyses were done with DEseq2 package using a FDR *p* < 0.05 **F**: Enrichment analysis of the DEG that are shared between NC ad lib and HFS TRF groups.

A higher number of DEG was found in HFS TRF mice (2470) followed by NC ad lib (1735) and HFS ad lib (1391) as shown on the volcano plots and the Venn diagram (Figure 5A–D). 

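Between HC zt15 and HC zt3, edgeR's test with a fold change above 1.2 called 3813 DEG in HFS TRF mice (1577 higher at zt15 and 2236 lower), 3158 in NC ad lib mice (1396 higher and 1762 lower) and 2727 in HFS ad lib mice (918 higher and 1809 lower). Uba52rt, H3f3c, Gm12338 and Rps27 had the smallest adjusted p among genes that rose on 1 or more diets. Uba52rt (ENSMUSG00000068240, chromosome 4 from 3973092 to 3973595) rose by 1.67, 1.72 and 1.70 on the log2 scale in NC ad lib, HFS ad lib and HFS TRF mice (adjusted p = 4.1e-27, 1.1e-27 and 1.2e-26 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). H3f3c (ENSMUSG00000082029, chromosome 2 from 119496107 to 119496517) rose by 1.57 in NC ad lib mice, Gm12338 (ENSMUSG00000081485, chromosome 11 from 75490589 to 75490780) by 1.06 in HFS ad lib mice and Rps27 (ENSMUSG00000090733, chromosome 3 from 90119819 to 90120977) by 1.12 in HFS TRF mice. Among the genes that fell these were Gm7336, Gm2606 and Gapdhrt. Gm7336 (ENSMUSG00000078636, chromosome 7 from 51396395 to 51397626) had log2 fold changes of -2.36, -2.18 and -2.35, Gm2606 (ENSMUSG00000078300, chromosome 15 from 12574975 to 12575976) -2.61 and -2.44 in NC ad lib and HFS ad lib mice, and Gapdhrt (ENSMUSG00000097148, chromosome 14 from 11113008 to 11189060) -3.02 in HFS TRF mice. Processed pseudogenes made up 1125, 1065 and 1084 of the DEG in NC ad lib, HFS ad lib and HFS TRF mice, and 1082, 1015 and 1022 of these were lower at zt15. Over all 3511 processed pseudogenes tested, the median log2 fold change was -1.31, -1.34 and -1.36 on these diets. Time of day and experiment cannot be told apart here, so neither this shift nor the genes named above can be credited to time of day. Of the protein-coding DEG, 1259 were higher and 378 lower in NC ad lib, 812 and 523 in HFS ad lib and 1376 and 963 in HFS TRF mice. Fitting protein-coding genes alone, an alternative chosen after the data were seen, moved the counts most, to 2465 in HFS TRF (1229 higher and 1236 lower), 1551 in NC ad lib (1048 higher and 503 lower) and 1309 in HFS ad lib mice (620 higher and 689 lower). With 1 mouse left out the counts ranged from 3206 to 3899, from 2635 to 3265 and from 2224 to 2930 in the same order. The change from HC zt3 to HC zt15 differed between diets for 0 genes in each comparison. At an unadjusted p under 0.05 there were 2828 genes (HFS ad lib against NC ad lib) and 2535 genes (HFS TRF against HFS ad lib), and the smallest adjusted p was 0.404 and 0.461.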

Importantly, a high number of genes (672) lost their day–night oscillation in HFS ad lib mice while this diurnal variation was rescued by TRF (Figure 5D, Table S6), as illustrated on the heatmap of mean z score of mRNA expression (Figure 5E). 

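The genes called between HC zt15 and HC zt3 in both NC ad lib and HFS TRF mice and not in HFS ad lib mice numbered 728, all with the same direction on both diets and 510 of them higher at zt15. Among them are 514 of the 672 genes of the paper's Supplementary Table S6. The median absolute log2 fold change over the 728 genes was 0.79 in NC ad lib, 0.77 in HFS TRF and 0.33 in HFS ad lib mice. Of the 728, 711 changed in HFS ad lib mice in the direction of NC ad lib mice, and 379 had an unadjusted p under 0.05. For the difference itself, 153 of the 728 had an unadjusted p under 0.05 between HFS ad lib and NC ad lib mice and 140 between HFS TRF and HFS ad lib mice, and 0 passed in either case when adjusted over the list alone. These genes too were chosen by their calls: 391 were called on both HFS diets and not in NC ad lib mice and 206 in both ad lib groups and not in HFS TRF mice, with median ratios of the change on the diet left out to the mean change on the other 2 of 0.526 and 0.584, against 0.493 for the 728 genes. A further 1398 genes were called on all 3 diets.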

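Among the 728 genes called between HC zt15 and HC zt3 in NC ad lib and HFS TRF mice alone, 125 (17.2%) are in both the brown and the yellow module, against 0.813% of all genes tested. The sets called on the other pairs of diets hold 0 of these genes. Between 123 and 178 such genes were found under 9 of the alternatives, and 48 with the replicate number within each task in the model, an alternative chosen after the data were seen. The same HC zt3 mice serve as the reference here and in the modules, so the 2 comparisons are not independent. The HC zt3 mice were also split in 10 ways, with separate mice for each comparison and replicate 1 always in the comparison at ORM+1 h. The lowest correlation across genes between the changes at ORM+1 h and at zt15 was then 0.459 in NC ad lib, 0.115 in HFS ad lib and 0.103 in HFS TRF mice. The opposite assignments of the same mice were not run. Genes are not independent replicates in such a correlation.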

Interestingly, 19% (130/672) of these genes were part of the brown-yellow gene modules correlated with ORM. Remarkably, enrichment analysis revealed that this subset of genes was enriched in thyroid hormone signaling and glutamatergic synapse (Figure 5F) pathways already identified above, hence indicating that rhythmicity of such pathways are of particular relevance for the regulation of memory processing. 

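Of 9 core clock genes, 8 were DEG between HC zt15 and HC zt3 in NC ad lib mice, 8 in HFS TRF mice and 5 in HFS ad lib mice, where 6 had an unadjusted p under 0.05. Adjusted over the list alone the counts were 8, 8 and 6. Per3 (ENSMUSG00000028957, chromosome 4 from 151081373 to 151129140) rose from 697 ± 96.1 to 988 ± 144 normalized counts in NC ad lib mice (SD, n = 6 mice each), a log2 fold change of 0.50 (adjusted p = 0.00104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and by 0.52 in HFS TRF mice (adjusted p = 0.00105). In HFS ad lib mice it was 962 ± 138 at HC zt3 and 985 ± 124 at HC zt15, a change of 0.03 (adjusted p = 0.934). Npas2 (ENSMUSG00000026077, chromosome 1 from 39232705 to 39402323) fell by 0.30 in NC ad lib (adjusted p = 0.03), 0.43 in HFS TRF (adjusted p = 0.00208) and 0.14 in HFS ad lib mice (adjusted p = 0.385). Its call in NC ad lib mice depended on single mice, with an adjusted p of up to 0.125 (without HC zt3 replicate 1). Nr1d2 (ENSMUSG00000021775, chromosome 14 from 4230545 to 4266624) rose by 0.48 in NC ad lib (adjusted p = 2.0e-04), 0.53 in HFS TRF (adjusted p = 8.0e-05) and 0.26 in HFS ad lib mice (adjusted p = 0.069). The last of these had an adjusted p from 0.0342 to 0.115 over the alternatives, and it was a DEG under the DESeq2 Wald test, under filterByExpr and with 1 of 2 mice left out (down to 0.0324 without HC zt3 replicate 6). In HFS TRF mice the Nr1d2 count of HC zt3 replicate 5 stood above that of the other 5 mice. As an interaction, Per3 differed by -0.47 between HFS ad lib and NC ad lib mice (adjusted p = 0.404) and by 0.48 between HFS TRF and HFS ad lib mice (adjusted p = 0.461). Over the 9 genes alone, 1 and 2 passed adjustment in these comparisons, and over all genes the adjusted p of Npas2 and Nr1d2 was 0.595 and 0.629 in the second.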

Lastly, the core clock genes Per3, Npas2 and Nr1d2 (REVERβ) showed a loss of day–night expression variation in HFS ad lib but not in the two other groups, further indicating the perturbation of hippocampal circadian rhythms in mice fed HFS ad lib (Supplementary Fig. S5).

Overall, these results demonstrate that a large fraction of genes associated with memory function, and perturbed in HFS ad lib mice, exhibit baseline time-of day-specific expression, and indicate a central role of thyroid hormones signaling and glutamatergic synapse. These data suggest that circadian dysfunction may impact the hippocampal translatome of HFS ad lib mice that is reinstated by TRF.

### 3.5 Thyroid hormone signaling pathway is altered by HFS and partially rescued by TRF

Based on the aforementioned results, we decided to focus on thyroid hormone signaling pathway and to validate our translatomic analysis. First, we identified that Dio3, encoding iodothyronine deiodinase 3 enzyme, which metabolizes the active thyroid hormone T3 in inactive reverse T3 (rT3), was the most down-regulated gene, 1 h after ORM, in NC ad lib and HFS TRF mice while its expression was unchanged in HFS ad lib mice. 

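Dio3 (ENSMUSG00000075707, chromosome 12 from 110245502 to 110247531) fell from 181 ± 97.3 to 70.1 ± 29.9 normalized counts in NC ad lib mice (SD, n = 6 mice each), a log2 fold change of -1.37 (standard error 0.38, adjusted p = 0.0166 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 5 of 6 trained mice below every home cage mouse. Without 1 mouse at a time its adjusted p went from 0.00885 to 0.0767 (the highest without HC zt3 replicate 1), and 4 of these 12 fits left it above 0.05. It fell in HFS TRF mice from 172 ± 60.4 to 76.2 ± 29.9 (log2 fold change -1.18, adjusted p = 0.0772), with 6 of 6 trained mice below every home cage mouse. There the adjusted p ranged from 0.0197 to 0.0868 over the alternatives, and the DESeq2 Wald test and a model of only the groups compared each made it a DEG. In HFS ad lib mice the counts were 145 ± 93.3 and 104 ± 33.5 (log2 fold change -0.47, adjusted p = 0.668), and HC zt3 replicate 4 stood far above the other home cage mice. As an interaction its change differed by 0.90 between HFS ad lib and NC ad lib mice (adjusted p = 0.871) and by -0.71 between HFS TRF and HFS ad lib mice (adjusted p = 1). Among the DEG that fell, 10 had a lower log2 fold change than Dio3 in NC ad lib mice and 2 in HFS TRF mice, and 0 of these had a higher mean expression than Dio3.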

Dio2, encoding for iodothyronine deiodinase 2 enzyme, which converts T4 to active T3, is highly induced by the memory task in all groups, although less significantly in HFS ad lib group (Supplementary Fig. S6). Consequently, the ratio of Dio2/Dio3 hippocampal expression revealed a decreased ratio in HFS ad lib mice, suggesting a reduced T3 availability within the hippocampus of these mice, that is rescued by TRF (Figure 6A). 

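Dio2 (ENSMUSG00000007682, chromosome 12 from 90691322 to 90705819) rose from 752 ± 151 to 2568 ± 527 normalized counts in NC ad lib mice (SD, n = 6 mice each), a log2 fold change of 1.77 (standard error 0.24, adjusted p = 5.3e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The rise was from 966 ± 554 to 2298 ± 514 in HFS ad lib mice (log2 fold change 1.25, adjusted p = 9.2e-04) and from 778 ± 336 to 2185 ± 414 in HFS TRF mice (log2 fold change 1.49, adjusted p = 2.5e-05). On each diet 6 of 6 trained mice were above every home cage mouse. Over the alternatives the adjusted p in HFS ad lib mice ranged from 3.3e-07 to 0.059, the last with only the groups compared in the model. As an interaction, the change differed by -0.52 between HFS ad lib and NC ad lib mice (adjusted p = 0.909).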

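In each mouse the log2 ratio of Dio2 to Dio3 normalized counts was taken. It rose from 2.20 ± 0.968 at HC zt3 to 5.29 ± 0.763 at ORM+1 h in NC ad lib mice (SD, n = 6; exact permutation p = 0.00216), from 2.14 ± 1.02 to 4.93 ± 0.636 in HFS TRF mice (SD, n = 6; exact permutation p = 0.00216) and from 2.74 ± 1.35 to 4.49 ± 0.437 in HFS ad lib mice (SD, n = 6; exact permutation p = 0.0152). All 6 trained mice were above every home cage mouse in NC ad lib and HFS TRF mice, and 4 of 6 in HFS ad lib mice. The rise of 1.75 in HFS ad lib mice was 1.34 less than in NC ad lib mice (permutation p = 0.0895), and that of 2.79 in HFS TRF mice was 1.03 more than in HFS ad lib mice (permutation p = 0.179). With HFS ad lib HC zt3 replicate 4 left out, the mouse with the lowest ratio of its group, the 2 differences were -1.75 (permutation p = 0.0197) and 1.44 (permutation p = 0.0498), and with replicate 5 left out they were -1.05 (permutation p = 0.181) and 0.74 (permutation p = 0.328). On the scale of the ratio itself, the rise was smaller in HFS ad lib than in NC ad lib mice by 24.3 (permutation p = 0.0242). With diet labels exchanged only between mice of the same replicate number, the 2 log2 differences had exact permutation p of 0.061 and 0.0322. That test was chosen after the results were seen, and it holds only if the number marks something the mice shared.

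**Figure D2:**
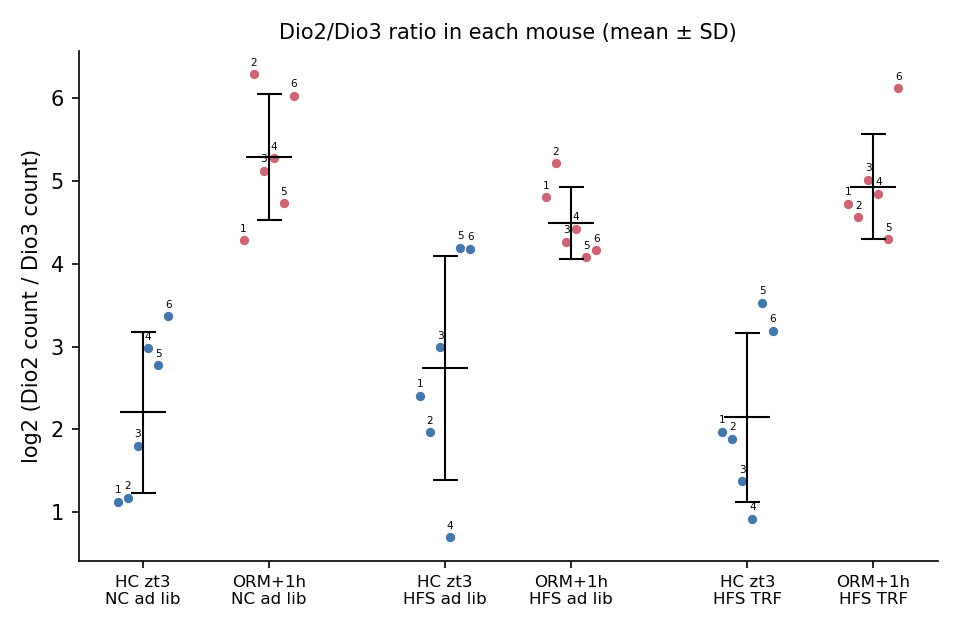
Log2 ratio of Dio2 to Dio3 normalized counts in each mouse at HC zt3 (blue) and ORM+1 h (red) on each diet, with the replicate number beside each point and the mean and SD of each group. Trained HFS ad lib mice lie between 4.08 and 5.22, and trained NC ad lib mice between 4.28 and 6.29.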

To further document this result we measured thyroid hormones within hippocampus of each mice group by mass spectrometry. T3 and T4 were detected at significant levels whereas no rT3 was detectable in the hippocampus of any of the mice. Although not reaching statistical levels by 2-way ANOVA (interaction *p* = 0.10) a clear trend for reduced T3/T4 levels was found in HFS ad lib group compared to NC controls (*p* = 0.068) and to HFS TRF (*p* = 0.055), comforting the idea of local hypothyroidism (Figure 6B). The reduced T3/T4 ratio levels in HFS TRF mice is due to higher T4 levels, suggesting impaired Dio2 functioning in this group (Supplementary Fig. S7). The thyroid transporter MCT8 (Slc16a2) gene expression was found unchanged in all diet. The other thyroid transporter OATP1 (Slco1c1) was up-regulated after ORM training in NC ad lib group only (Supplementary Fig. S6). 

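Slco1c1 (ENSMUSG00000030235, chromosome 6 from 141469705 to 141516710) had 754 ± 399 normalized counts at HC zt3 and 2594 ± 1378 at ORM+1 h in NC ad lib mice (SD, n = 6 mice each), a log2 fold change of 1.78 (standard error 0.62, adjusted p = 0.0767 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 5 of 6 trained mice above every home cage mouse. Its adjusted p ranged from 1.7e-05 to 0.079 over the alternatives and was under 0.05 in 5 of them, the DESeq2 Wald test included, and with 1 mouse left out it was lowest without ORM+1 h replicate 5 (0.0457). The log2 fold change was 0.71 in HFS ad lib mice (standard error 0.61, adjusted p = 0.695) and 0.28 in HFS TRF mice (standard error 0.60, adjusted p = 0.95). With the choroid plexus marker score as a covariate it was a DEG in HFS TRF mice as well (adjusted p from 0.00141 to 1 over the alternatives). The interaction with diet had an adjusted p = 0.986 between HFS ad lib and NC ad lib mice and adjusted p = 1 between HFS TRF and HFS ad lib mice.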

Thyroid hormones have two receptors THRα and THRβ, each of them displaying two isoforms. Thrb2 but not Thrb1 isoform expression was detected in hippocampus by the RNAseq analysis, and was found unchanged after ORM in all diet (Fig. S6). As for THRα, both Thra1 and Thra2 were highly expressed in the hippocampus. Thra1 expression was not altered by ORM or diet while the expression of Thra2 was significantly down-regulated by ORM in NC ad lib and HFS TRF mice (Fig. S6). The Thra1/Thra2 ratio increased after ORM in NC ad lib and HFS TRF but not in HFS ad lib (Figure 6C). Because THRα1 and THRα2 isoforms are generated by the differential splicing of the Thra gene, we examined differential exons usage on the RNAseq data of each diet. The DEXseq analysis revealed that a THRα1-specific exon is differentially used in mice under NC ad lib (*p* = 0.037) and HFS TRF (*p* = 0.030) after ORM but not in mice under HFS ad lib diet (Figure 6D). This result is in agreement with the reduced ratio of Thra1/Thra2 expression and a putative lower THRα1 signaling in HFS ad lib mice.

**Figure 6:**
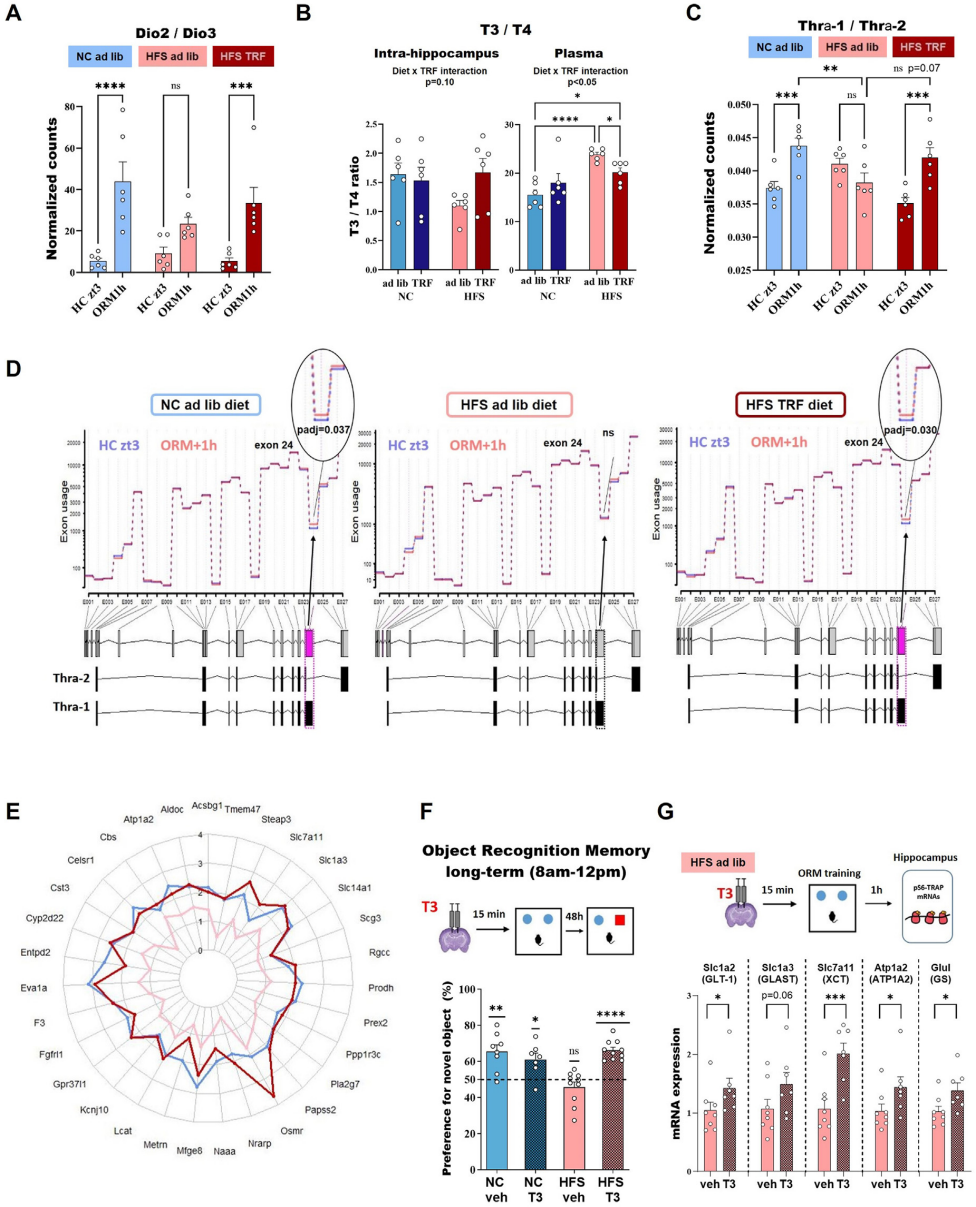
**Thyroid hormone signaling pathway contributes to HFS diet-induced memory impairments and TRF prevention**. **A**: Gene expression ratio of Dio/Dio3 (normalized counts from DEseq2 analysis, see also Fig. S6). **B**: T3/T4 hormone levels within hippocampus measured by mass spectrometry (see also Fig. S6). **C**: Ratio of Thra1/Thra2 (normalized counts from the Deseq2 analysis, see also Fig. S6). **D**: DEXseq analysis for Thra gene in each diet. The differentially used exon is highlighted in pink and the p adjusted value from the DEXseq analysis indicated for each diet. **E**: Radar plot of genes correlated to ORM (from Figure 4), targets of thyroid hormones in astrocytes that display loss of day–night variation of expression (HC zt15 vs. HC zt3 comparison) in HFS ad lib mice (pink line) but significantly vary in NC ad lib (blue line) and HFS TRF (dark red line) groups. **F**: Long-term Object Recognition Memory (ORM) results of NC ad lib and HFS ad lib mice infused with either vehicle or T3 within hippocampus, *n* = 7–10 mice per group, each experimental group was assessed for a value of preference, analyzed by a one-sample t test between the group mean and 50%, that is chance level, as well as 2-way ANOVA (Diet x T3 treatment, see main text).). **G**: Relative gene expression levels of astrocytic genes in HFS ad lib mice following vehicle or T3 infusion in hippocampus, measured by qPCR 1 h after ORM training on pS6 TRAP mRNA, *n* = 6 mice per group, statistical significance was determined using one-tailed t-test. Data are represented as mean ± SEM, ns: *p* > 0.05; ∗*p* ≤ 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001).

Among the ORM-correlated genes rescued by TRF (brown and yellow modules overlap of Figure 4), we mentioned above that 55 of them (22,4%) were direct target of thyroid hormones. 

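The 31 genes legible in Figure 6E were each higher at HC zt15 than at HC zt3 on all 3 diets. In edgeR's test 31 were DEG in NC ad lib mice, 30 in HFS TRF mice and 0 in HFS ad lib mice, where 18 had an unadjusted p under 0.05. Adjusted over the list alone the counts were 31, 31 and 0, which is not independent evidence, since the list was chosen on these mice. The median log2 fold change was 1.07 in NC ad lib, 1.05 in HFS TRF and 0.55 in HFS ad lib mice. For Lcat (ENSMUSG00000035237, chromosome 8 from 106665839 to 106670046) it was 1.02, 1.09 and 0.68 (adjusted p = 0.0166, 0.0108 and 0.139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and for Cbs (ENSMUSG00000024039, chromosome 17 from 31827868 to 31856646) 0.96, 1.06 and 0.80. As a score over the 31 genes the rise was 1.54 in NC ad lib mice (exact permutation p = 0.00649), 1.73 in HFS TRF mice (exact permutation p = 0.00866) and 1.08 in HFS ad lib mice (exact permutation p = 0.0714). In HFS ad lib mice this p ran from 0.0216 to 0.141 with 1 mouse left out as an exact permutation test, and under fry the rise passed 0.05. The rise differed between HFS ad lib and NC ad lib mice by -0.46 (permutation p = 0.496) and between HFS TRF and HFS ad lib mice by 0.65 (permutation p = 0.338). With diet labels exchanged only between mice of the same replicate number, the exact permutation p were 0.451 and 0.0356. That test was chosen after the results were seen. An unadjusted p under 0.05 for the interaction was found for 4 and 3 of the 31 genes, and 0 passed when adjusted over the list alone.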

Looking at their expression at zt15 vs. zt3 in home cage condition revealed that 32 out of these 55 genes lost their diurnal expression variation under HFS ad lib diet but recovered it under TRF (Figure 6E). Thus, thyroid hormones regulated genes in astrocytes may contribute to memory formation and their diurnal variation may be the mechanism by which TRF ameliorates memory.

### 3.6 Thyroid hormone infusion within the hippocampus rescues memory in HFS ad lib mice

Given the convergent lines of evidence pointing towards the involvement of local hypothyroidism in the impaired memory of HFS ad lib mice, we went on by assessing the functional impact of thyroid hormone on hippocampal-dependent memory processes in NC ad lib and HFS ad lib groups. For this, T3 hormone was locally and bilaterally infused within the dorsal hippocampus (1.2ng/0.3μl/side) 15 min before ORM training. This hippocampal T3 infusion rescued long-term ORM deficit in HFS ad lib mice without affecting performance of NC ad lib mice (one-sample t test against 50%: *p* < 0.02 for all groups except HFS ad lib; 2-way ANOVA interaction diet x TRF *p* < 0.001, HFS ad lib *p* < 0.01 compared to all other groups, Figure 6F) demonstrating that deficient thyroid hormones action in hippocampus plays an important role in the memory impairments of HFS ad lib mice. Finally, we assessed astrocytic gene expression levels 1 h after ORM training in HFS ad lib fed mice. T3 hormone up-regulated significantly the astrocytic gene expression of the 5 genes tested (Figure 6G).

## 4 Discussion

TRF without calorie restriction is currently the preferred intermittent fasting strategy for combating obesity and its associated comorbidities because of its simplicity of implementation in human settings and the beneficial effects observed in both animal models and humans. Research examining the impact of TRF on brain health and disease is just beginning to emerge [22,39,40]. This study contributes to that body of work by demonstrating that a 4-week TRF protocol positively affects both short and long-term memories in mice fed HFS diet ad lib during peri-adolescence. We provide evidence that thyroid hormone signaling plays a significant role in the memory impairments caused by the ad lib HFS diet and their rescue by TRF, via the modulation of astrocytic genes involved in the regulation of glutamate transmission.

First, we observed that mice under a 12-week ad lib HFS diet tend to eat more food during the inactive light phase (zt0-zt12) compared to those on NC diet, as previously noted by others [11,12,41,42]. Under TRF, HFS-fed mice still exhibit higher calorie intake than NC mice; however, their feeding patterns aligned more closely with day/night cycles. Increased energy expenditure likely accounts for the reduced fat mass gain in HFS TRF mice compared to those on ad lib HFS diet, as locomotor activity remained unchanged and total food intake was not reduced by TRF. While similar effects of TRF on metabolism, particularly regarding energy expenditure, have been documented in other studies [20,41], results have not always been consistent [39,43]. These discrepancies may arise from variations in diet composition, duration and age of exposure to the HFS diet, and differences in the scheduling and length of TRF across studies.

In addition to its beneficial metabolic effects, we found that TRF prevented both short-term OLM and long-term ORM deficits in our model of juvenile HFS diet consumption. Notably, the alteration in contextual fear conditioning was not rescued by TRF, possibly due to the complexity of the memory task. Other studies have also reported positive effects of TRF on short- and long-term memory [22,39]. Our data suggest that TRF’s direct action on the brain is more likely responsible for the observed memory improvements, as we found no correlation between body fat percentage and memory performance in our animal cohorts.

The formation of long-term memory is dependent on the activation of gene transcription and *de novo* protein synthesis [44]. 

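The 7 activity-dependent genes Egr2, Fosb, Fos, Egr1, Arc, Nr4a1 and Gadd45b were DEG at ORM+1 h on each diet, with 6 of 6 trained mice above every home cage mouse. Egr2 (ENSMUSG00000037868, chromosome 10 from 67371305 to 67378018) rose most, by 3.91 on the log2 scale in NC ad lib, 3.37 in HFS ad lib and 3.70 in HFS TRF mice (adjusted p = 1.7e-10, 9.8e-09 and 4.4e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fosb (ENSMUSG00000003545, chromosome 7 from 19036621 to 19043976) rose by 2.63, 2.74 and 2.64, and Fos (ENSMUSG00000021250, chromosome 12 from 85520658 to 85524047) by 2.70, 2.32 and 2.73. Egr1 (ENSMUSG00000038418, chromosome 18 from 34992876 to 34998049), Arc (ENSMUSG00000022602, chromosome 15 from 74540932 to 74544419), Nr4a1 (ENSMUSG00000023034, chromosome 15 from 101151980 to 101172681) and Gadd45b (ENSMUSG00000015312, chromosome 10 from 80764523 to 80768038) rose by 1.43, 1.38, 1.37 and 1.27 in HFS ad lib mice. The largest adjusted p over the 7 genes was 8.5e-08 in NC ad lib, 1.7e-05 in HFS ad lib and 2.0e-08 in HFS TRF mice. The change did not differ between diets for any of them at an adjusted p under 0.05, over all genes or adjusted over the list alone, and 0 and 1 of the 7 had an unadjusted p under 0.05 in the comparisons of HFS ad lib with NC ad lib mice and of HFS TRF with HFS ad lib mice.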

Regarding the early phase of transcriptional response (ORM+1 h vs. HC zt3), our RNAseq data confirmed, for each diet and regimen, the up-regulation of activity dependent transcription factors such as Egr2, Fosb, Fos, Egr1, Arc, Nr4a1 and DNA methylation modifiers such as Gadd45b, which are crucial for neuronal activity during memory formation [45]. When we examined the hippocampal translatome 12 h after ORM, we found a significantly lower number of induced genes in the NC and HFS ad lib groups compared to 1 h post ORM, indicating that transcriptional programs involved in memory consolidation take place at an early stage. In contrast, mice on the HFS TRF diet maintained a high number of induced genes 12 h after ORM, although different from those induced 1 h post ORM. Further time points would be necessary to explore dynamic changes in gene expression over time in each dietary group.

Enrichment analyses of the set of genes rescued by TRF highlighted the role of thyroid hormone signaling, which is noteworthy given that these hormones are critical for hippocampus-dependent cognitive functions such as learning and memory [26,46]. We further investigated the RNAseq data of the early phase of transcription (ORM+1 h vs. HC zt3) to examine co-regulated gene networks, their correlation with memory formation and the involved cell types. These analyses indicated that co-regulated gene networks associated with memory formation in NC ad lib and HFS TRF mice were predominantly expressed in astrocytes where they play essential role in regulating central nervous system development, synaptic plasticity and glutamate buffering. Notably, several astrocytic glutamate transporters, such as GLAST and GLT-1 exhibited significant up-regulation in both NC ad lib and HFS TRF mice but remained unchanged in HFS ad lib mice hour after ORM. These transporters are crucial for glutamate clearance, ensuring the reuptake of glutamate from the synaptic cleft. The network also included Atp1a2 and Atp1b2 genes, which encode subunits of Na^+^, K^+^-ATPase pumps, located in the astrocyte membrane and necessary for the activity of glutamate transporters [47]. The gene Glul, which encodes glutamine synthase (GS), also appeared in the memory-associated network and is responsible for terminating glutamate transmission by converting glutamate into glutamine within astrocytes. Furthermore, the metabotropic glutamate receptor MGLUR3 and the ionotropic glutamate receptor NR2C, encoding the genes Grm3 and Grin2c respectively, displayed similar mRNA expression patterns to the glutamate transporters. The lack of up-regulation of these genes in HFS ad lib mice post-ORM likely lead to altered glutamate clearance, which could affect tonic excitation and synaptic currents mediated by glutamate receptors [48]. Fascinatedly, GLAST and GLT-1 were found to be down-regulated in the ventral hippocampus of HFS fed mice [49] and GLT-1 function was impaired in the orbitofrontal cortex of HFS fed rats [50]. Also of great interest for our study, thyroid hormones have been reported to regulate the pattern of astrocytes maturation in cerebellum via THRα1 [51] and to up-regulate GLAST and GLT-1 to protect astrocytes and neurons from glutamate toxicity [52]. A recent mouse brain atlas of thyroid hormone target genes confirmed direct regulation of astrocytic genes by thyroid hormone [38], revealing that over 22% of the genes associated with ORM in our study are target of thyroid hormones, including GLAST, XCT, ATP1A2 and GS. Utilizing RNASeq data obtained at two time points 12 h apart (HC zt15 vs HC Zt3), we identified genes that loss day–night expression variation in HFS ad lib mice but were restored by TRF. A significant proportion of these genes belongs to the previously identified memory-associated network, and is enriched in pathways related to thyroid hormones signaling and glutamatergic synapses.

Given this information, we decided to focus on thyroid hormone signaling and its potential role in the memory deficits observed in HFS ad lib mice and their restoration in HFS TRF mice. Differential gene expression analysis revealed that Dio3 was the most down-regulated gene post ORM in both NC ad lib and HFS TRF mice in the hippocampus. This prompted us to compare the Dio2/Dio3 mRNA ratio levels across diets, a measure considered a reliable proxy for estimating local bioavailability of the active form of thyroid hormone, T3. The Dio2/Dio3 ratio significantly increased 1 h post-ORM in NC ad lib and HFS TRF but not in HFS ad lib, suggesting a potential deficit of active T3 in the hippocampus of HFS ad lib mice. Although hippocampal T3 levels were not different between groups, T4 levels were slightly elevated in HFS ad lib mice, leading to a trend of reduced T3/T4 ratio, which was restored following TRF intervention. These changes were not observed in plasma, indicating a local hippocampal regulation of thyroid hormones. Regarding THRα, the ratio of the two isoforms suggested that THRα1 signaling might be increased after ORM in both NC ad lib and HFS TRF, potentially due to reduced inhibition by THRα2, which did not occur in HFS ad lib mice. This finding was supported by the intriguing observation of differential exon usage favoring THRα1 after ORM in NC ad lib and HFS TRF groups but not in HFS ad lib mice. Whether the elevated levels of dominant-negative THRα2 isoform after ORM affect THRα1 signaling during memory formation in the hippocampus of HFS ad lib mice remains an intriguing possibility that warrants further investigation. Interestingly, a recent report described a patient with a specific genetic mutation in the THRα gene sequence, resulting in an increased THRα2 antagonism, which led to neuronal hypothyroidism and intellectual disability [53].

Finally, we demonstrated the significance of deficient T3 action in the hippocampus of HFS ad lib mice, by showing that direct infusion of T3 into the hippocampus restored long-term ORM of these mice and induced expression of astrocytic genes involved in glutamate reuptake and recycling. This finding aligns with the reduced gene expression of Dio2/Dio3 and lower T3/T4 levels observed in hippocampus of HFS ad lib mice, supporting the hypothesis of local hypothyroidism.

A limitation of this study is that we did not analyze females, whose metabolic response to HFS diet differ from those of males. Female mice do not exhibit impairments in contextual fear memory but show alterations in long-term ORM [24]. Future research should investigate the beneficial effects of TRF and the role of thyroid hormones in female mice fed HFS diets from weaning onward.

In conclusion, this study demonstrates that male mice fed a HFS diet since weaning present deficiency in hippocampal T3 hormone action and strongly suggest that THRα1 signaling is impaired, leading to long-term memory impairments, through dysregulation of astrocytic genes implicated in glutamate clearance. TRF restores a higher day–night expression variation of part of these dysregulated genes modulated by thyroid hormones, that may prevent the long-term HFS diet induced memory deficits. Time-restricted eating has proven to be efficient to ameliorate metabolic parameters in obese patients including adolescents [54,55]. Now, it will be interesting to measure the effects of time-restricting eating on memory performances in adolescent patients with obesity.

## CRediT authorship contribution statement

**Jean-Christophe Helbling:** Methodology, Investigation, Formal analysis, Data curation. **Rachel Ginieis:** Writing – review & editing, Methodology, Investigation, Formal analysis. **Pierre Mortessagne:** Investigation. **Mariano Ruiz-Gayo:** Writing – review & editing, Methodology, Investigation, Formal analysis, Conceptualization. **Ioannis Bakoyiannis:** Writing – review & editing, Investigation. **Eva-Gunnel Ducourneau:** Resources, Methodology. **Dominique Ciocca:** Investigation. **Illona-Marie Bouleté:** Investigation. **Alexandre Favereaux:** Resources, Methodology, Investigation. **Aurélia Ces:** Investigation. **Enrica Montalban:** Writing – review & editing, Methodology. **Lucile Capuron:** Writing – review & editing. **Freddy Jeanneteau:** Writing – review & editing, Funding acquisition. **Guillaume Ferreira:** Writing – review & editing, Resources, Methodology, Funding acquisition, Formal analysis, Conceptualization. **Etienne Challet:** Writing – review & editing, Resources, Methodology, Investigation, Funding acquisition, Formal analysis, Data curation, Conceptualization. **Marie-Pierre Moisan:** Writing – review & editing, Writing – original draft, Visualization, Validation, Supervision, Project administration, Methodology, Investigation, Funding acquisition, Formal analysis, Data curation, Conceptualization.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Figures and Tables

**figs1:**
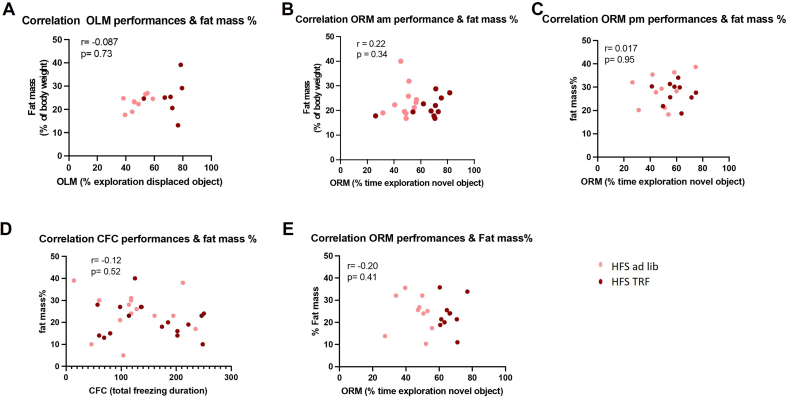
**Fig. S1: Correlation analyses between memory performances and fat mass percentage.** Fat mass was measured by EchoMRI. Different animal cohorts were used for each behavioral test and time. The corresponding figure of the main text showing memory performances is indicated under each graph.

**figs2:**
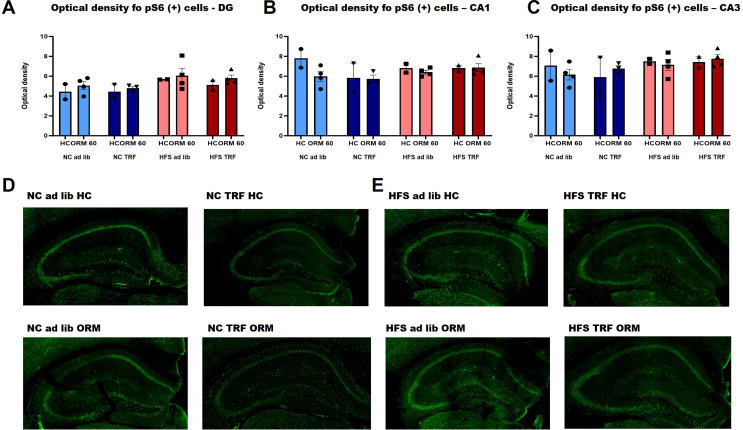
**Fig. S2: Immunofluorescence labeling of pS6-Ser**^**244/247**^**on hippocampal slices.** Data were analyzed by non-parametric *t*-test for each hippocampal subregions, CA1 (**A**), CA3 (**B**) and dentate gyrus, DG (**C**). Representative pictures of labeled slices from each diet are shown for NC **(D)** and HFS **(E)** diets.

**figs3:**
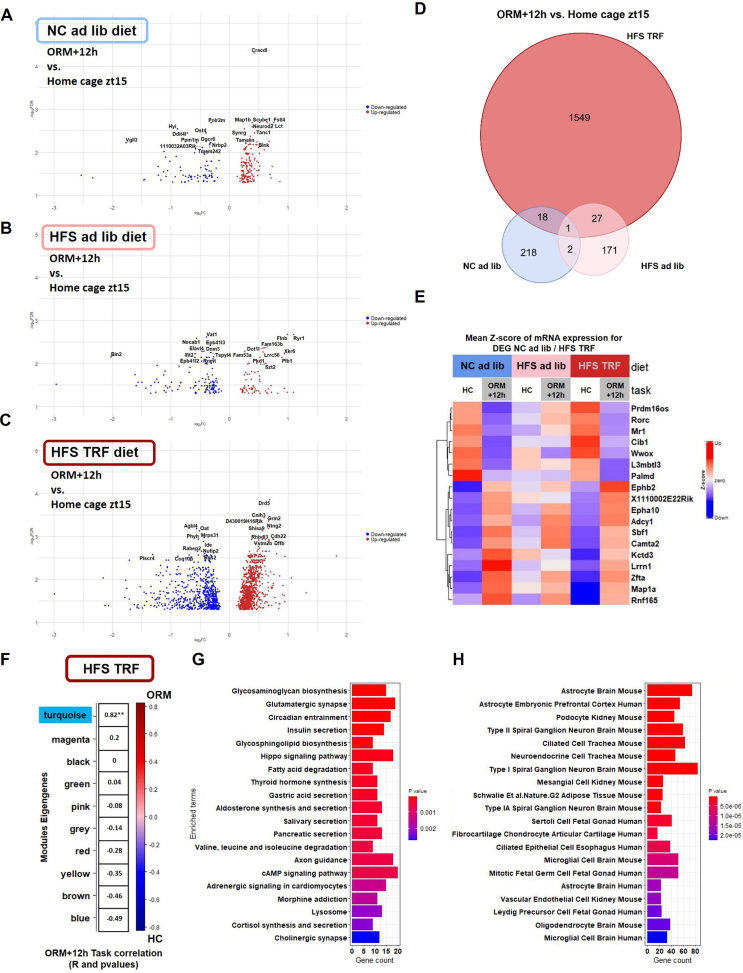
**Fig. S3: HFS diet moderately alters hippocampal translatome 12h after ORM training**. **A-C**: Volcano plots and **D**: Venn diagram of DEG comparing ORM+12 vs zt15 groups. **E**: Heatmap of gene expression from DEG shared between NC and HFS TRF groups. **F:** WGCNA analyses in the group HFS TRF. **G:** Gene enrichment analysis from the turquoise module. **H:** Cell type enrichment analysis from the turquoise module.

**Fig. S4:**
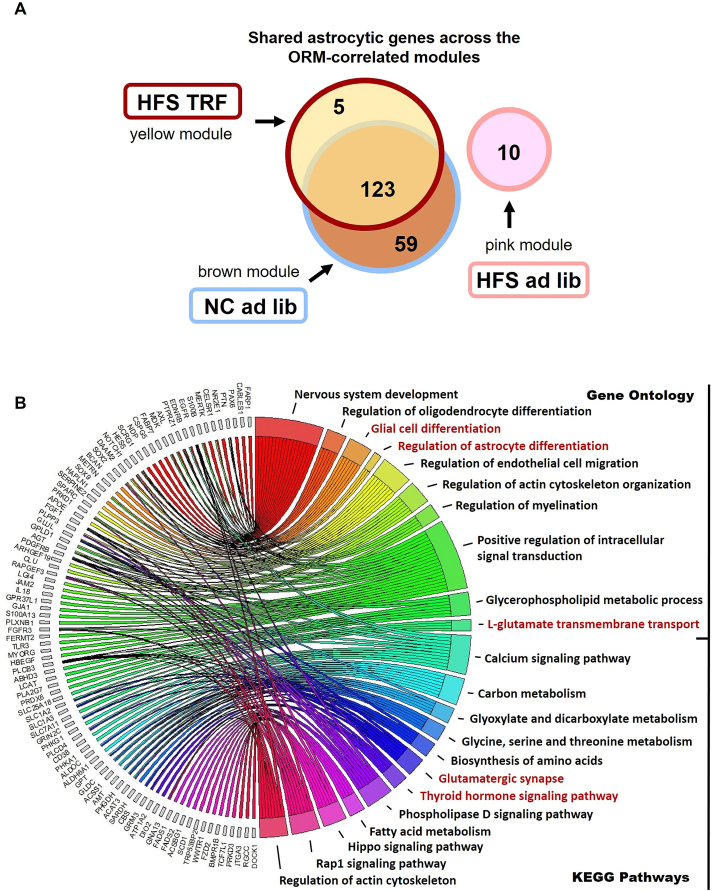
**WGCNA analysis: selection of genes set and enrichment analysis. A**: Venn diagram showing the number of shared genes between the modules defined by the WGCNA analysis of Fig. 4 that are expressed in astrocytes. The 123 astrocytic genes in common between brown and yellow modules of respectively NC ad lib and HFS TRF were further examined in the study. **B**: Enrichment analysis of the 245 genes (not necessarily astrocytic) shared between brown and yellow modules of respectively NC ad lib and HFS TRF.

**figs5:**
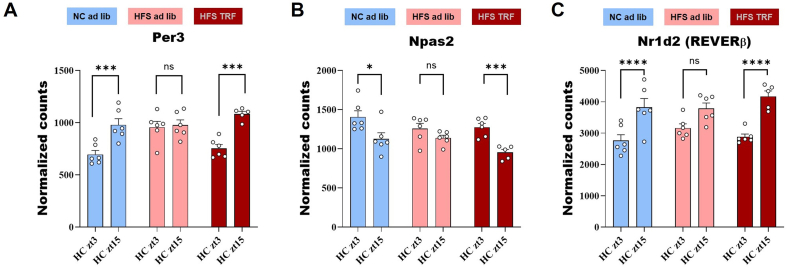
**Fig. S5: Hippocampal gene expression of core clock genes.** Gene expression of the core clock gene Per3, Npas2 and Nr1d2 from the HC zt15 vs HC zt3 comparison. Data were analyzed by DEseq2 package. Data are represented as mean ± SEM, ns: *p* > 0.05; ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001).

**figs6:**
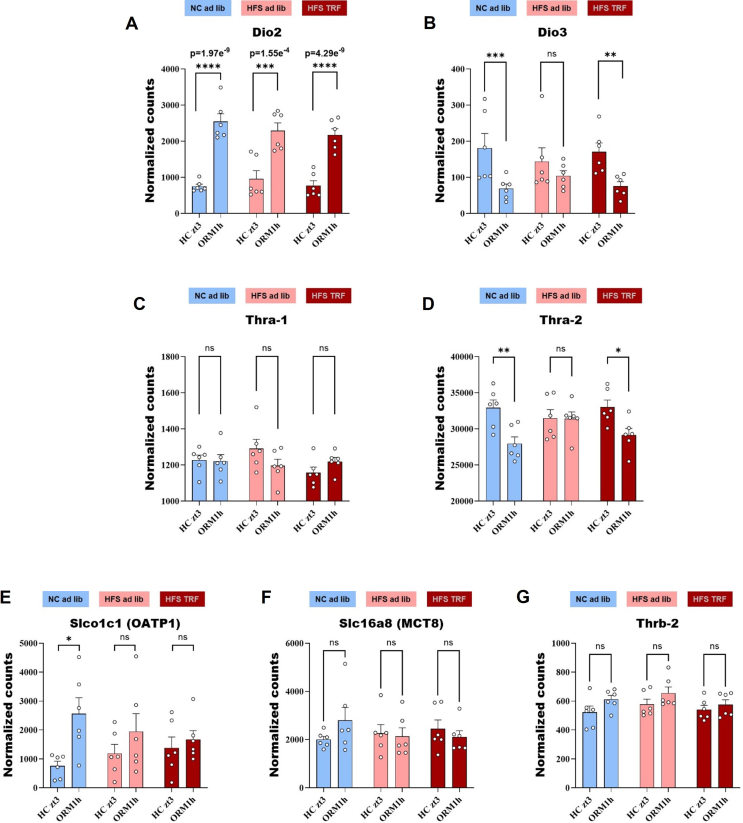
**Fig. S6: Hippocampal gene expression of thyroid hormone signaling genes. A-G:** Gene expression from the ORM+1 h vs. HC zt3 comparison. Data were analyzed by DEseq2 package for each diet. Data are represented as mean ± SEM, ns: *p* > 0.05; ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001).

**figs7:**
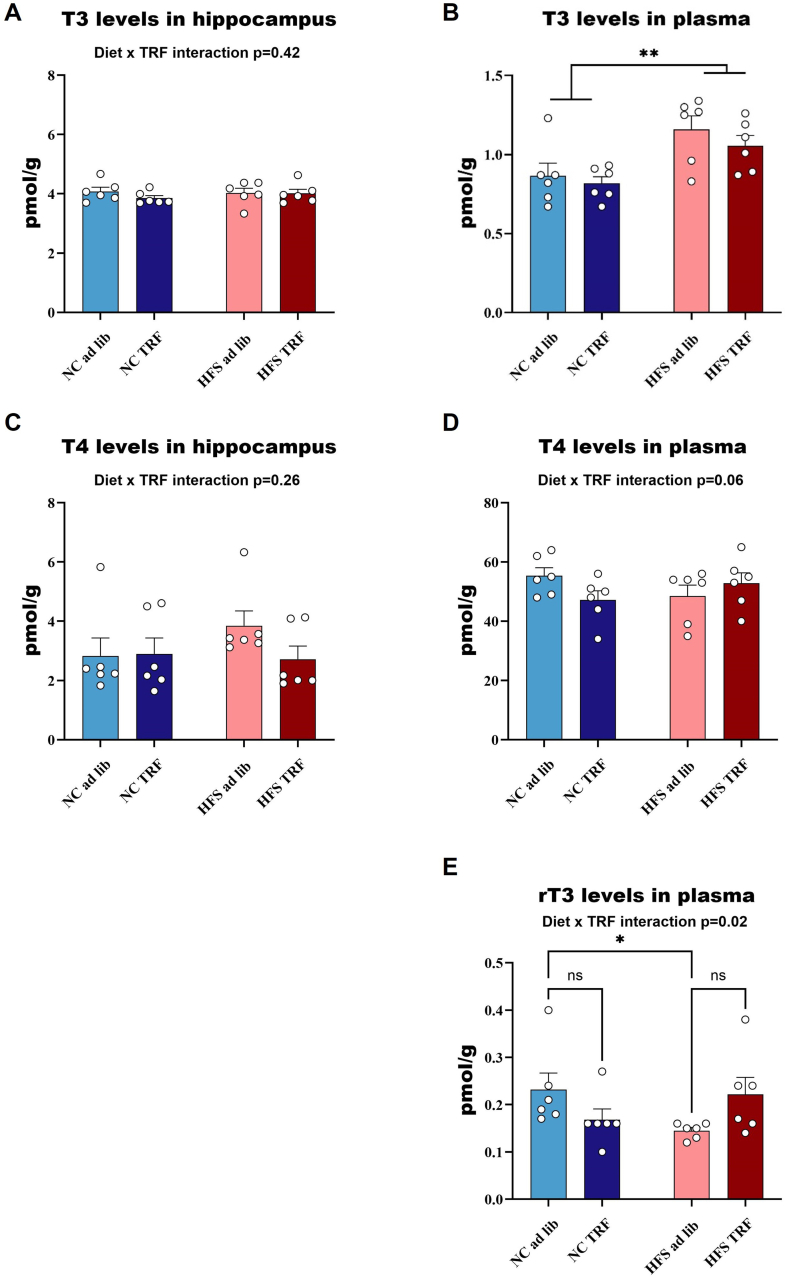
**Fig. S7: Hippocampal and plasma thyroid hormones levels.** Thyroid levels measured by mass spectrometry in hippocampus (**A**,**C)**; in plasma **(B,D,E)**. Data were analyzed by 2-way ANOVA (Diet and TRF factors). Data are represented as mean ± SEM, ns: *p* > 0.05; ∗*p* < 0.05; ∗∗*p* < 0.01.

## Data Availability

Data will be made available on request.

# Supplementary material for: Time-restricted feeding prevents memory impairments induced by obesogenic diet consumption, via hippocampal thyroid hormone signaling
**Source:** Mol Metab. 2024 Nov 6;90:102061. doi: 10.1016/j.molmet.2024.102061
**Supplement:** Multimedia component 1

**Time-restricted feeding prevents memory impairments induced by obesogenic diet consumption, via hippocampal thyroid hormone signaling**

Jean-Christophe Helbling et al.

**SUPPLEMENTARY TEXT IN RESULTS**

**Juvenile ad lib HFS diet induces, and TRF prevents, alteration of circadian metabolic parameters**

Detailed data and statistics for each metabolic parameter:

**Food intake:**

We found higher mean calorie intake in HFS than NC groups as expected (main effect of diet on food intake mesor F_(1, 36)_ = 12.30; p=0.0012), higher food intake amplitude in HFS TRF compared to both HFS ad lib and NC TRF (diet x TRF interaction on food intake amplitude F_(1, 36)_ = 6.171, p=0.0178) and an earlier food intake acrophase in ad lib than TRF animals (main effect of TRF on food intake acrophase, F_(1, 36)_ = 4.390; p=0.0433)(Fig. 1E-F). From the food intake measurements, we were able to calculate the diurnal percentage of food intake which was 33 ± 5% in HFS ad lib mice versus 21 ± 2% in NC *ad lib* mice (p=0.06, unpaired t test) (Fig.1C). Total 24h calorie intake was significantly impacted by HFS but not by TRF, (2-way ANOVA, main diet effect F_(1, 36)_ =11.45; p=0.0017) (Fig. 1D).

**Respiratory Exchange Ratio (RER)**

For RER, whose decreased and increased values reflect, respectively, higher utilization of lipids and carbohydrates, hourly mean RER was significantly lower in HFS ad lib than both NC ad lib (p<0.001) and HFS TRF (p=0.042) and there was no differences between HFS TRF and NC TRF (p=0.71) (diet x TRF interaction on mesor, F_(1,36)_= 5.905, p = 0.0202). Then, the acrophase was shown to be earlier in HFS than NC, and the amplitude was lower in HFS than NC groups but no effect of TRF was detected (main effects of diet on RER acrophase (F_(1, 36)_ = 54.55; p<0.0001 and RER amplitude, F_(1, 36)_ = 4.680; p=0.0372) (Fig.1G-H).

**Energy Expenditure (EE)**

As for EE, we found higher levels of mean EE in HFS TRF mice than both HFS ad lib mice (p<0.0001) and NC TRF mice (p<0.0001) (diet x TRF interaction mesor, F_(1, 36)_= 78.14, p<0.0001). When looking at the EE amplitude, NC mice showed a higher amplitude than their HFS counterparts, and TRF animals had a higher EE amplitude than ad lib mice (main effects of diet, F_(1, 36)_= 9.723, P=0.0036 and TRF, F_(1, 36)_= 26.49, P<0.0001). There was no significant interaction nor main effects of diet and TRF on EE acrophase (Fig.1I-J).

**Locomotor activity**

Finally, there was no significant interaction nor main effect of diet and TRF on locomotor activity mesor, amplitude or acrophase (Fig.1K-L).

In sum, TRF on HFS diet, by resynchronizing food intake to day/night cycles, restored food intake amplitude, mean RER, mean EE but had no effect on locomotor activity.

**HFS ad lib diet impacts memory-induced hippocampal translatome that is partially rescued by TRF**

***Additional results of pS6 TRAP hippocampal translatome at ORM+12 hours regarding HFS TRF mice***

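Among the genes that changed between HC zt15 and ORM+12 h in HFS TRF mice, Drd5 and Cnih3 rose and Gm11814 and Gm10327 fell with the smallest adjusted p. Drd5 (ENSMUSG00000039358, chromosome 5 from 38476710 to 38479861) rose from 795 ± 99.7 (SD, n = 5 mice) to 1282 ± 164 normalized counts (SD, n = 6), a log2 fold change of 0.69 (standard error 0.12, adjusted p = 0.00337 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Cnih3 (ENSMUSG00000026514, chromosome 1 from 181180024 to 181289051) by 0.60. Gm11814 (ENSMUSG00000084215, chromosome 4 from 10438815 to 10439743) fell by 1.51 (adjusted p = 1.6e-05) and Gm10327 (ENSMUSG00000071343, chromosome 10 from 33684493 to 33685494) by 0.73 (adjusted p = 0.00337). With the choroid plexus marker score as a covariate, an alternative chosen after the data were seen, the number of DEG in HFS TRF mice at ORM+12 h was 77.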

For HFS TRF mice, 1595 genes were differentially regulated between ORM+12 hour and home cage controls. We found that 105 genes (so 6.5% of the total) were modulated at both ORM+1 hour and ORM +12 hours time points. However, when these genes were induced at 1 hour post ORM they were down-regulated 12 hour later and vice-versa (supplementary Table S8). 

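In HFS TRF mice 26 genes were DEG at both ORM+1 h and ORM+12 h in edgeR's test, 3.51% of the DEG at ORM+12 h, and the number went from 0 (without HC zt15 replicate 1) to 45 (without HC zt15 replicate 2) with 1 mouse left out. It was 83 with only the groups compared in the model and 111 under the DESeq2 Wald test. In NC ad lib mice 2 genes, Rin1 and Pgbd5, named after their values were seen, were DEG at both times and in HFS ad lib mice 0. The list of common genes in the paper's Supplementary Table S8 holds 476 genes, of which 9 were DEG at ORM+1 h, 253 at ORM+12 h and 3 at both times.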

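Of the 26 genes called at both times in HFS TRF mice, 17 were higher at ORM+1 h and lower at ORM+12 h, 8 were lower and then higher, and 1 kept its direction. With only the groups compared in the model 13 of 83 genes kept their direction, and under the DESeq2 Wald test 9 of 111. For the 476 genes listed in Supplementary Table S8, the 2 log2 fold changes had opposite signs in 274. As 3 of the 476 were called at both times, this number does not test the paper's statement on direction. Across 13104 genes the Pearson correlation of the 2 log2 fold changes in HFS TRF mice was -0.04, and genes are not independent replicates in it.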

Then, we employed WGCNA (see method and results about ORM+1 hour analyses) to identify whether part of the differentially expressed genes were correlated with ORM condition. 

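In HFS TRF mice the turquoise module, of which 837 genes were matched, had an eigengene with a Pearson r of 0.877 with ORM+12 h versus HC zt15 (exact permutation p = 0.00216, 6 mice against 5), and all 6 trained mice were above every home cage mouse. As the module had been picked for this relation in the same mice, these values are not independent evidence for it. The eigengene held 55.0% of the variance of the module genes, less than in the modules at ORM+1 h. The mean z score of all 837 genes, in which genes that rise and genes that fall offset each other, had an r of 0.24 (exact permutation p = 0.463). None of the 12 astrocyte markers and 3 of the 12 microglial markers are in the module.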

We detected one such module (turquoise), which contained 838 genes related to various pathways (supplementary Table S8), including the glutamatergic synapse, circadian entrainment and thyroid hormone synthesis. Cell-type enrichment data highlighted again astrocytes as the main cell type associated with memory in this HFS TRF group (supplementary Fig.S3).

How the deposited data were processed for this re-analysis (not part of the article)

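The authors counted uniquely mapped reads per gene with featureCounts after trimming with TrimGalore and alignment to GRCm39 with HISAT2, and the counts are used as deposited, unfiltered and not normalized. The file holds 57010 genes and 71 mice, while the paper's methods name 73 samples, and 56310 genes were matched to an annotation of GRCm39. Genes with at least 10 counts in total, 30141 of them, were tested.

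Counts were normalized with TMM and fitted with edgeR's quasi-likelihood test in 1 model of 12 groups of diet and condition, and p was adjusted by the Benjamini-Hochberg method within each comparison. The paper's methods name DESeq2 for this step. The choice of edgeR as the method reported first and of the DESeq2 Wald test as an alternative was made before the data were examined, as were the comparisons, the genes to be named, the threshold of 0.05 on the adjusted p and the fold change threshold of 1.2 for HC zt15 against HC zt3. Other alternatives fixed at that time were edgeR with the size factors of DESeq2, a filter of at least 1 count in total (35816 genes), filterByExpr (21512 genes), a model of only the groups compared, the replicate number as a block, the other fold change threshold, and each mouse left out in turn.

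Further models were chosen after the results had been seen: protein-coding genes alone (17601 genes), the DESeq2 Wald test on protein-coding genes alone, the choroid plexus marker score as a covariate, and the replicate number within each task in the model. The DESeq2 Wald test on protein-coding genes alone was picked after 32 combinations of cutoffs per comparison had been scanned against the numbers the paper gives, so its closeness to those numbers is partly the result of that search. The use of the replicate number within each task followed from plots of single mice.

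The genes named are those the paper names for the comparison, the 2 that rose and the 2 that fell with the smallest adjusted p for each count, and 9 core clock genes for HC zt15 against HC zt3, a rule also set before the files were read. Fits that leave out a mouse keep the dispersion trend and the genes of the full fit and recompute the normalization.

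Scores over a list of genes are the mean z score of log2 CPM with a prior count of 2. They were compared by 2-sided exact permutation within a diet and with 100000 permutations between diets, in which the mice of a task group were permuted without regard to their replicate number. An exchange of diet labels only between mice of the same number was added after the results had been seen. Lists of markers of neurons, astrocytes, myelinating oligodendrocytes, oligodendrocyte precursors, microglia, endothelial cells and choroid plexus were written before the data were examined. Module membership was taken from the paper's supplementary tables, and the network analysis, the pathway enrichment and the isoform analysis were not run. Some genes are not reported here, though counts over all genes and over lists of genes include them.

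On simulated counts for 29695 genes, 200 of them changed, the model recovered 155 with 4 false calls, and the DESeq2 Wald test 161 with 15 false calls. A true difference between diets was found for 23 of 200 genes with 1 false call. The fitted difference of these 200 genes had a median absolute value of 0.953 on the log2 scale. An absence of such differences at an adjusted p under 0.05 thus carries little weight.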

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

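The tests of splits of the mice, of a pair of mice, of choroid plexus, of microglia and of replicate numbers were chosen only after the results were seen. The first results here are mice far from the other mice of their group, found by a fixed rule in 18 of 312 groups of values tested, and about 1 in 20 groups would hold such a mouse by chance, so that most of them need no explanation.

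In total counts, NC ad lib HC zt3 replicate 6 had 57592415, HFS ad lib ORM+1 h replicate 3 had 49188472 and HFS ad lib ORM+12 h replicate 1 had 44964018. Counts were normalized, and what set these mice apart was not tested.

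The score of the 8 glutamate genes in NC ad lib HC zt3 replicate 6 was -0.665, and its Grin2c count was 740.4. Among other single counts that stood apart were those of Dio3 in HFS ad lib HC zt3 replicate 4 (328), Med12 in NC ad lib HC zt3 replicate 3 (282), Notch1 in HFS ad lib ORM+1 h replicate 2 (755), Per1 in NC ad lib HC zt3 replicate 2 (5001.5) and HC zt15 replicate 4 (7407), and Nr1d2 in HFS TRF HC zt3 replicate 5 (3335). No technical or biological cause of these was tested.

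Of the marker scores, the oligodendrocyte precursor score of HFS ad lib HC zt15 replicate 1 was 1.59. The choroid plexus score was 0.705 in NC ad lib ORM+12 h replicate 4 and 1.20 in HFS TRF ORM+12 h replicate 6. With that score as a covariate, 77 DEG were left in HFS TRF mice at ORM+12 h, so choroid plexus tissue in some of the dissected hippocampi may account for part of the 741 without it. The score and the groups overlap, however, and a covariate that differs between groups also removes a true change: at ORM+12 h the score fell in NC ad lib mice (exact permutation p = 0.0173) and in HFS TRF mice the exact permutation p was 0.102.

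The microglial score of HFS ad lib HC zt15 replicate 2 was 5.59, against 0.082 in the next mouse. At HC zt15, a comparison for which the paper gives no result, 19 genes were higher in HFS ad lib than in NC ad lib mice and 0 lower. Bin2 and C1qa had the smallest adjusted p. Without this mouse 0 genes were called, but 0 were also called without NC ad lib HC zt15 replicate 1, 4, 5 or 6, so the number of genes does not decide. C1qa was at 79.2 CPM in this mouse and at 9.44 to 11.5 in the other 5 HFS ad lib mice, against 6.79 to 11.0 in NC ad lib mice, so that most of its fold change rests on this mouse. The microglial scores of the other 5 HFS ad lib mice, -0.154 to 0.082, were nonetheless above those of 5 of the 6 NC ad lib mice, and a smaller effect of the diet stays open.

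The share of counts on processed pseudogenes was 0.453% in NC ad lib HC zt15 replicate 2 (Wilson 95% CI 0.451% to 0.455%) and 0.423% in HFS ad lib ORM+12 h replicate 1 (Wilson 95% CI 0.421% to 0.425%), intervals that cover counting error only.

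The change at ORM+12 h differed between HFS ad lib and NC ad lib mice for 32 genes, a difference between groups that the paper does not test. Lrrc56 and Spmip3 were more positive in HFS ad lib mice and Synrg and Zfp955b less, with the smallest adjusted p. When the mice were split at random within the groups compared, 2 of 100 splits, the real one included, had as many genes at an unadjusted p under 0.05 as the real groups (3868), though 0 genes passed adjustment in that model.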

How the results depend on the processing

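Protein-coding genes alone, the DESeq2 Wald test on protein-coding genes alone, the choroid plexus marker score as a covariate, the replicate number within each task in the model and, for scores, the exchange of diet labels between mice of the same replicate number were chosen after seeing the data, and the other alternatives were set in advance. Where a count moved by more than 1.5 times, the cause was not tested unless it is given.

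At ORM+1 h, NC ad lib mice kept the largest number of DEG and HFS ad lib mice the smallest under every model. The number in HFS ad lib mice was 192 with only the groups compared in the model and 747 under the DESeq2 Wald test, and 557 with protein-coding genes alone, 717 with DESeq2 on these genes, and 802 with the replicate number within each task. Of the DEG of NC ad lib mice 1215 were higher and 512 lower, and under filterByExpr 1197 and 1062. In HFS TRF mice there were 1631 with only the groups compared and 1333 under DESeq2. Leaving out 1 mouse gave 191 (without HFS ad lib HC zt3 replicate 2) to 621 (without HFS ad lib HC zt3 replicate 5) in HFS ad lib mice and 525 (without HFS TRF HC zt3 replicate 3) to 846 (without HFS TRF HC zt3 replicate 5) in HFS TRF mice. The genes shared by NC ad lib and HFS TRF mice alone numbered 845 with only the groups compared and 222 (without HFS TRF HC zt3 replicate 3) to 504 (without HFS ad lib HC zt3 replicate 2) with 1 mouse left out.

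At ORM+12 h, NC ad lib mice had 124 DEG under filterByExpr, 0 with only the groups compared, where 2840 genes had an unadjusted p under 0.05, and 303 under DESeq2. Among the models chosen later it was 283 with DESeq2 on protein-coding genes, 4 with the choroid plexus score and 203 with the replicate number within each task. HFS ad lib mice had 0 with only the groups compared (2499 at an unadjusted p under 0.05), 252 under DESeq2, 193 with DESeq2 on protein-coding genes and 426 with the replicate number within each task. HFS TRF mice had 1113 under filterByExpr, 1691 under DESeq2, 1618 with DESeq2 on protein-coding genes and 77 with the choroid plexus score. With 1 mouse left out the counts ran from 1 (without NC ad lib HC zt15 replicate 6) to 249 (without NC ad lib ORM+12 h replicate 1), from 0 (without HFS ad lib ORM+12 h replicate 2) to 694 (without HFS ad lib HC zt15 replicate 6) and from 7 (without HFS TRF HC zt15 replicate 4) to 1020 (without HFS TRF ORM+12 h replicate 4).

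The genes shared at ORM+12 h by NC ad lib and HFS TRF mice alone numbered 5 under filterByExpr, 0 with only the groups compared, 2 with the replicate block, 17 under DESeq2, and 0 with the other fold change threshold. Of the later models, protein-coding genes gave 3, DESeq2 on these 23, the choroid plexus score 0 and the replicate number within each task 12, and leaving out 1 mouse gave 0 (without NC ad lib HC zt15 replicate 1) to 7 (without NC ad lib ORM+12 h replicate 1). The genes called in HFS TRF mice at both times numbered 47, 83 and 111 under filterByExpr, only the groups compared and DESeq2, and 52, 101, 1 and 54 under the later models, with 0 (without HFS TRF HC zt15 replicate 1) to 45 (without HFS TRF HC zt15 replicate 2) for 1 mouse left out.

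For the comparison of HC zt15 with HC zt3, a model of only the groups compared gave 1773 DEG in HFS ad lib mice. Protein-coding genes alone gave 1551, 1309 and 2465 in NC ad lib, HFS ad lib and HFS TRF mice, and DESeq2 on these genes 1760 and 1402 on the ad lib diets. Genes of other types are not tested there. Processed pseudogenes, among these, made up 1125, 1065 and 1084 of the DEG in the fit of all genes. The protein-coding DEG in that fit numbered 1637, 1335 and 2339, so their calls changed as well. Leaving out 1 mouse from the fit of all genes moved no count of this comparison by more than 1.5 times.

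The difference in change at ORM+12 h between HFS ad lib and NC ad lib mice held for 17 genes with at least 1 count in total, 73 under filterByExpr, 0 with only the groups compared (3868 at an unadjusted p under 0.05), 52 with the replicate block and 615 under DESeq2. It held for 571 with DESeq2 on protein-coding genes, 3 with the choroid plexus score and 515 with the replicate number within each task, and for 2 (without HFS ad lib ORM+12 h replicate 1) to 1263 (without HFS ad lib ORM+12 h replicate 4) with 1 mouse left out. Between HFS TRF and HFS ad lib mice the counts were 17 under DESeq2, 3 with DESeq2 on protein-coding genes, 1 with the choroid plexus score and 0 (without HFS ad lib HC zt15 replicate 1) to 16 (without HFS ad lib HC zt15 replicate 3) with 1 mouse left out. No model found such a difference at ORM+1 h or between HC zt15 and HC zt3.

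Between HFS ad lib and NC ad lib mice at HC zt15, DEG numbered 0 with only the groups compared (1780 at an unadjusted p under 0.05), 0 with the replicate block (3166 at an unadjusted p under 0.05) and 57 under DESeq2, 49 with DESeq2 on protein-coding genes, and 0 and 0 with the choroid plexus score and the replicate number within each task (2850 and 2406 at an unadjusted p under 0.05). With 1 mouse left out they ran from 0 (without NC ad lib HC zt15 replicate 1) to 40 (without HFS ad lib HC zt15 replicate 1). Between HFS TRF and HFS ad lib mice there they were 56 under DESeq2, 43 with DESeq2 on protein-coding genes and 0 (without HFS ad lib HC zt15 replicate 5) to 7 (without HFS ad lib HC zt15 replicate 6) with 1 mouse left out, and at HC zt3 1 under DESeq2.

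Of the scores, that of the 123 astrocytic genes in HFS ad lib mice passed 0.05 under fry (0.53, mean log2 fold change) and ran from 0.94 (without HFS ad lib ORM+1 h replicate 2) to 1.46 (without HFS ad lib HC zt3 replicate 5) with 1 mouse left out. Its difference from NC ad lib mice ran from -1.21 (without HFS ad lib ORM+1 h replicate 2) to -0.69 (without HFS ad lib HC zt3 replicate 5). The glutamate score in HFS ad lib mice ran from 1.08 (without HFS ad lib ORM+1 h replicate 2) to 1.62 (without HFS ad lib HC zt3 replicate 5). The score of the genes of Fig. 6E there was 0.55 under fry and ran from 0.90 (without HFS ad lib HC zt3 replicate 2) to 1.41 (without HFS ad lib HC zt3 replicate 5). For the ratio of Dio2 to Dio3 the difference between HFS ad lib and NC ad lib mice was -24.3 on the scale of the ratio itself and ran from -1.75 (without HFS ad lib HC zt3 replicate 4) to -1.05 (without HFS ad lib HC zt3 replicate 5) on the log2 scale, and that between HFS TRF and HFS ad lib mice from 0.74 (without HFS ad lib HC zt3 replicate 5) to 1.44 (without HFS ad lib HC zt3 replicate 4). The pink eigengene ran from 0.60 (without HFS ad lib HC zt3 replicate 5) to 0.75 (without HFS ad lib ORM+1 h replicate 1), and the turquoise module gave 0.24 as a mean z score.

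Differences between diets in these scores were tested by permuting mice freely within a task group, which ignores that HC zt3 mice of the same replicate number resembled each other across diets in both measures looked at, the astrocytic score and the ratio of Dio2 to Dio3. With the diet labels exchanged only between mice of the same number, HFS TRF mice exceeded HFS ad lib mice by 0.59 in the glutamate score (exact permutation p = 0.0322, against 0.396 for free permutation), by 0.65 in the score of the genes of Fig. 6E (0.0356 against 0.338) and by 1.03 in the log2 ratio of Dio2 to Dio3 (0.0322 against 0.179), and by 0.54 in the astrocytic score (0.0532 against 0.422). HFS ad lib mice were below NC ad lib mice by 0.88 and 0.91 in the brown and yellow scores (0.0308 against 0.051 and 0.0439 against 0.0666), and the other differences in these scores stayed at 0.05 or more. The p are not adjusted for the number of scores, and this test holds only if a number marks something the mice shared, which the labels do not state.

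Direction changed for few genes. With the choroid plexus score the difference between HFS TRF and HFS ad lib mice at ORM+1 h turned to 0.42 for Slco1c1 and -0.0193 for Gadd45b. Under that model Mr1 and Cib1 in HFS ad lib mice at ORM+12 h turned to -0.0518 and -0.15, and the difference between HFS ad lib and NC ad lib mice to -0.0241 for Bmal1 at zt15. With the replicate number within each task Gadd45b turned to -0.0163, Cib1 to -0.0107, and the difference between HFS ad lib and NC ad lib mice at zt15 to 0.0609 for Lcat and 0.16 for Cbs.

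With 1 mouse left out the log2 fold change in HFS ad lib mice at ORM+1 h ran from -0.089 to 0.26 for Notch1, at zt15 from -0.0379 to 0.0865 for Per3 and -0.0598 to 0.37 for Celsr1, and at ORM+12 h from -0.15 to 0.082 for Cib1, -0.11 to 0.0393 for L3mbtl3, -0.076 to 0.0528 for Palmd and -0.26 to 0.032 for 1110002E22Rik. Gm15564 in NC ad lib mice at ORM+12 h ran from -2.96 to 0.0212. The difference between HFS TRF and HFS ad lib mice at ORM+1 h ran from -0.00357 to 0.45 for Dio2, -0.72 to 0.0233 for Slco1c1, -0.00581 to 0.66 for Slc25a18 and -0.12 to 0.11 for Gadd45b, and that between HFS ad lib and NC ad lib mice from -0.0308 to 0.22 for Fosb and -0.15 to 0.0782 for Gadd45b. At zt15 the difference between HFS ad lib and NC ad lib mice ran from -0.0161 to 0.0976 for Bmal1, -0.14 to 0.0231 for Nr1d1, -0.10 to 0.00655 for Cry1, -0.55 to 0.0116 for Acsbg1, -0.38 to 0.052 for Osmr, -0.52 to 0.00471 for Lcat, -0.31 to 0.24 for Cbs and -0.53 to 0.0225 for Aldoc. That between HFS TRF and HFS ad lib mice ran from -0.0421 to 0.14 for Per1, -0.0357 to 0.13 for Nr1d1, -0.11 to 0.55 for Acsbg1, -0.0897 to 0.72 for Entpd2, -0.15 to 0.53 for Cbs and -0.0107 to 0.60 for Aldoc. At ORM+12 h Adcy1 ran from -0.17 to 0.0919 and -0.0326 to 0.23 in these differences and Sbf1 from -0.0175 to 0.11 in the second.

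The mice hold 34698914 to 62758570 counts each, and whether depth limits any of these results was not tested.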

Differences from the paper's values

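The paper used DESeq2 and edgeR was fixed as the method reported first here, so a difference in tool was part of the comparison from the start. The DESeq2 Wald test was an alternative set in advance. Protein-coding genes alone, DESeq2 on protein-coding genes alone, the choroid plexus score and the replicate number within each task were chosen after seeing the values, and DESeq2 on protein-coding genes alone only after a scan of 32 combinations of cutoffs per comparison against the paper's numbers, so that its closeness is not evidence of what the authors ran.

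A gap between numbers of genes counts as closed where the 2 are within 1.5 times of each other. At ORM+1 h in HFS ad lib mice the paper's number of DEG is 717 and edgeR's 371. Of the alternatives set in advance the DESeq2 Wald test (747) closed the gap, as did leaving out HFS ad lib HC zt3 replicate 5 (621), HC zt3 replicate 6 or ORM+1 h replicate 1, and the others did not, and of those chosen after seeing the values protein-coding genes alone (557), DESeq2 on these (717), the choroid plexus score (530) and the replicate number within each task (802) did.

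At ORM+12 h the paper's numbers are 239 in NC ad lib, 201 in HFS ad lib and 1595 in HFS TRF mice, and edgeR's 63, 54 and 741. The DESeq2 Wald test closed each gap (303, 252 and 1691), filterByExpr that in HFS TRF mice (1113), leaving out ORM+12 h replicate 1 that in NC ad lib mice (249), and the others set in advance none. Chosen after seeing the values, DESeq2 on protein-coding genes alone (283, 193 and 1618) closed each, the replicate number within each task that in NC ad lib mice (203) and protein-coding genes alone that in HFS TRF mice (1090).

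Between HC zt15 and HC zt3 the paper's numbers are 1735 in NC ad lib, 1391 in HFS ad lib and 2470 in HFS TRF mice, and edgeR's 3158, 2727 and 3813. No alternative set in advance closed the gap in NC ad lib mice, only the groups compared did in HFS ad lib mice (1773), and in HFS TRF mice only the groups compared, at least 1 count in total (3636 each) and leaving out any 1 mouse (3206 at the lowest) other than HC zt3 replicate 5 or 6 did, while the DESeq2 Wald test closed none. Chosen after seeing the values, protein-coding genes alone (1551, 1309 and 2465) and DESeq2 on these (1760, 1402 and 2556) closed each.

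The paper's 18 genes shared at ORM+12 h by NC ad lib and HFS TRF mice alone were 1 in edgeR's test, a gap closed by the DESeq2 Wald test (17) and by no other set in advance, and, chosen after seeing the values, by DESeq2 on protein-coding genes (23) and the replicate number within each task (12). The paper's 105 genes called at both times in HFS TRF mice were 26, closed by only the groups compared (83), the DESeq2 Wald test (111) and, chosen after seeing the values, DESeq2 on protein-coding genes (101).

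The lists behind the paper's 571 and 672 genes share 324 and 514 genes with edgeR's calls, 546 and 589 with those of the DESeq2 Wald test, and 545 and 590 with those of DESeq2 on protein-coding genes, chosen after seeing the values, which gave the paper's 571 and 672 in number with 26 and 82 other genes on each side.

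The paper's numbers of genes with a variance above 0.025 are 2147 in NC ad lib, 2391 in HFS ad lib and 1476 in HFS TRF mice, against 6381, 8059 and 3304. A transformation fitted on all samples gave 5636, 5956 and 4434 and a filter of at least 10 counts over the mice of the diet left the numbers as they were, so neither alternative closed these gaps. The correlations of the module eigengenes with ORM are, in the paper, about 0.89 for brown, about 0.91 for dark green and about 0.83 for light green in Fig. 4, read by eye, against 0.963, 0.961 and 0.975. The mean z score (0.961, 0.961 and 0.964) and the eigengene of log2 CPM (0.965, 0.96 and 0.977) closed none. No omission of a single mouse closed the gaps of the eigengenes, and omissions were not run for the variances.

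The paper states that Dio3 was the most down-regulated gene in NC ad lib and HFS TRF mice, while 10 and 2 DEG had a lower log2 fold change, none with a higher expression, and Dio3 was no DEG in HFS TRF mice in edgeR's test (adjusted p = 0.0772) but was under the DESeq2 Wald test, with only the groups compared and, chosen after seeing the values, under DESeq2 on protein-coding genes. Slco1c1, up in NC ad lib mice in the paper, had an adjusted p = 0.0767 in edgeR's test and was a DEG with only the groups compared, the replicate block, the DESeq2 Wald test, without NC ad lib ORM+1 h replicate 5 and, chosen after seeing the values, under DESeq2 on protein-coding genes and with the choroid plexus score. Of the genes of Supplementary Fig. S3E, which the paper describes as unchanged at ORM+1 h in NC ad lib and HFS TRF mice, Cib1 and Prdm16os were DEG in NC ad lib (adjusted p = 0.0413 and 1.3e-04) and Prdm16os in HFS TRF mice (adjusted p = 0.0376). Of the genes called at both times in HFS TRF mice, all opposite in direction in the paper, 1 of 26 kept its direction, as did 13 of 83 with only the groups compared, 9 of 111 under the DESeq2 Wald test and, chosen after seeing the values, 11 of 101 under DESeq2 on protein-coding genes. The paper gives 105 such genes. Its Supplementary Table S8 lists 476 genes, of which 3 were DEG at both times in edgeR's test, so whether it holds those 105 is unclear.

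Med16 in NC ad lib mice (adjusted p = 0.0793) and Med12, Notch1 and Pik3ca in HFS TRF mice (adjusted p = 0.0749, 0.0912 and 0.0589) are named by the paper among the genes called on both diets and were not DEG there in edgeR's test. All became DEG with only the groups compared, under the DESeq2 Wald test and, chosen after seeing the values, under DESeq2 on protein-coding genes. Med16 and Pik3ca also did with the size factors of DESeq2 and filterByExpr, and Pik3ca with at least 1 count in total. Chosen after seeing the values, protein-coding genes alone also made DEG of Med16, Med12 and Pik3ca, and the replicate number within each task of Med16 and Notch1. Leaving out a single mouse did so for Med16 (NC ad lib ORM+1 h replicate 5 or 6), Med12 and Pik3ca (HFS TRF ORM+1 h replicate 5) and Notch1 (HFS TRF HC zt3 replicate 5 or 6).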

Other observations

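The tests of splits of the mice, of a pair of mice, of replicate numbers and, as given by diet, of shared home cage mice were chosen only after the results were seen.

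Fewer DEG were found in HFS ad lib mice at ORM+1 h than on the other diets. Without HC zt3 replicate 5, the omission that raised the number in HFS ad lib mice most, it was 621. NC ad lib mice had 1288 to 1976 with 1 mouse left out, which argues against a single deviating mouse behind the gap to that diet. For the gap to HFS TRF mice a single mouse stays open. The 621 was below the 864 of all HFS TRF mice but within their 525 to 846 with 1 mouse left out. A pair of deviating mice could lie behind the lower number: without HC zt3 replicates 5 and 6 of the HFS ad lib mice it was 1035, while the other 14 pairs of home cage mice gave 84 to 364. Leaving out pairs of HFS TRF mice gave 299 to 913 and of NC ad lib mice 837 to 1581, with the highest number from replicates 5 and 6 on each diet. The spread between mice was also larger in HFS ad lib mice, with a biological coefficient of variation of 0.259 against 0.211 in NC ad lib and 0.206 in HFS TRF mice. Those values come from separate fits of the trained and home cage mice of each diet. The model behind the counts of DEG pools the variance of a gene over all 12 groups, so a larger spread on 1 diet does not by itself lower its count. Thra, for example, had a standard error of 0.0758, 0.0757 and 0.0758 in NC ad lib, HFS ad lib and HFS TRF mice. The number without HC zt3 replicates 5 and 6 leaves those 2 mice open as a source of the lower count, and does not show what made them differ.

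The same replicate numbers stood out on other diets. Over the HC zt3 mice, the astrocytic score of mice with the same replicate number had a Pearson r of 0.669 between NC ad lib and HFS ad lib, 0.696 between NC ad lib and HFS TRF and 0.959 between HFS ad lib and HFS TRF mice (exact permutation p = 0.00782 for the sum of the 3 covariances), and at ORM+1 h 0.202, -0.426 and 0.715 (exact permutation p = 0.214). For the log2 ratio of Dio2 to Dio3 these were 0.304, 0.371 and 0.882 at HC zt3 (exact permutation p = 0.03) and 0.261, 0.439 and -0.34 at ORM+1 h (exact permutation p = 0.228). The pattern was seen before it was tested, on the same mice, and remains a hypothesis. A factor shared by HC zt3 mice of the same number, such as a day or batch of handling, could raise the home cage values of some mice on each diet, and whether it gives the order of the diets stays open: with the replicate number within each task in the model HFS ad lib mice still had the fewest DEG (802, against 1255 in HFS TRF mice), while without HC zt3 replicates 5 and 6 of the diet tested they had more (1035) than HFS TRF mice (913).

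Over the genes called in NC ad lib mice, HFS TRF mice exceeded HFS ad lib mice by an amount that chance could give (permutation p = 0.462 with mice permuted freely and 0.130 with diet labels exchanged only between mice of the same replicate number). A smaller change in HFS ad lib mice over genes called on the other 2 diets may come from the choice of genes by their calls. Exchanging the diets gave 42 and 31 genes against 438, but both of those sets are limited by the 371 DEG of HFS ad lib mice, so their size decides nothing. The change on the diet left out was a median 0.66 and 0.617 of the mean change on the other 2 in these sets, against 0.519 for the 438 genes, and how much of the smaller change comes from the choice stays open.

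Astrocytic genes higher at ORM+1 h could reflect a lower share of neuronal mRNA in the purified RNA. The astrocyte markers rose beyond those of myelinating oligodendrocytes, microglia and endothelial cells in NC ad lib and HFS TRF mice (exact permutation p = 0.00216 for each), which that explanation does not predict. A fall of the microglial markers on both diets (exact permutation p = 0.00433 and 0.00216) adds to this difference. The neuronal markers did fall in NC ad lib mice (exact permutation p = 0.0108). Similar changes at ORM+1 h and zt15 might come from the HC zt3 mice shared by both comparisons. In simulations without any change, shared mice gave a correlation across genes of 0.460 to 0.548 in NC ad lib, 0.436 to 0.564 in HFS ad lib and 0.426 to 0.521 in HFS TRF mice. The simulations drew each gene independently, and variation that real mice share over many genes would widen these ranges. The value of NC ad lib mice was 0.639, above each of the simulations, which for that reason does not exclude shared mice. With separate mice it was at least 0.459 over 10 splits, which argues against shared mice as its only source. In these splits replicate 1 always served the comparison at ORM+1 h, and the opposite assignments were not run. Those of HFS ad lib and HFS TRF mice, 0.478 and 0.433, were within the range of the simulations. With separate mice they stayed positive over the 10 splits, from 0.115 to 0.409 (mean 0.255) and from 0.103 to 0.473 (mean 0.337). These values argue against shared mice as the only source of the similarity on these diets. Of the DEG at ORM+1 h on these 2 diets, 92.2% and 92.6% had the same sign at zt15. The simulations gave 77.8% to 85.0% and 77.5% to 82.9%, but with genes chosen by the size of their change and not by adjusted p. With separate mice the lowest shares were 88.6% and 90.1%, though these DEG had been called with all HC zt3 mice. How much of the similarity on these diets comes from shared mice stays open.

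Processed pseudogenes made up 1065 of the DEG between HC zt15 and HC zt3 in HFS ad lib mice, and their share of the counts was 0.503% to 0.634% in the first experiment and 0.348% to 0.455% in the second, without overlap (exact permutation p = 0.00216 on each diet). A difference in library preparation or sequencing between the experiments could give this, as could time of day, and the 2 cannot be told apart.

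When the mice of the groups compared were split at random, with the real split as 1 of 100, the number of splits with as many DEG as the real one was 1 in NC ad lib, 2 in HFS ad lib and 1 in HFS TRF mice at ORM+1 h, 1 on each diet for HC zt15 against HC zt3, and 4 in HFS TRF mice at ORM+12 h. For NC ad lib and HFS ad lib mice at ORM+12 h, with 0 DEG in that model, it was 100, and by genes at an unadjusted p under 0.05 it was 5 and 14.

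For the differences between diets in the change at ORM+1 h, with 0 genes called, the number was 100, and by genes at an unadjusted p under 0.05 it was 13 (HFS ad lib against NC ad lib) and 26 (HFS TRF against HFS ad lib). At ORM+12 h it was 2 and 7, and for HC zt15 against HC zt3 20 and 36. For the diets in home cage mice it was 4 and 28 at HC zt3 and 25 and 5 at HC zt15. Chance groupings thus gave as many genes as the real diets in more than 5 of 100 splits for most differences between diets.

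The choroid plexus markers had median log2 fold changes of 1.51, 0.46 and -0.59 at ORM+1 h in NC ad lib, HFS ad lib and HFS TRF mice (exact permutation p = 0.478, 0.991 and 0.435) and -2.61, 1.64 and -1.71 at ORM+12 h. The first principal component of all mice, 31.6% of the variance, had a Pearson r of absolute value 0.951 with the choroid plexus score, the second, 19.5%, 0.948 with the experiment and the third, 9.66%, 0.871 with the astrocyte score.

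At the level of the gene, Thra had a log2 fold change of -0.24 at ORM+1 h in NC ad lib (adjusted p = 0.0451), -0.03 in HFS ad lib (adjusted p = 0.962) and -0.17 in HFS TRF mice (adjusted p = 0.263), and Thrb 0.26, 0.10 and 0.19 (adjusted p = 0.0546, 0.687 and 0.279).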
